# The myokine Fibcd1 is an endogenous determinant of myofiber size and mitigates cancer-induced myofiber atrophy

**DOI:** 10.1038/s41467-022-30120-1

**Published:** 2022-05-02

**Authors:** Flavia A. Graca, Mamta Rai, Liam C. Hunt, Anna Stephan, Yong-Dong Wang, Brittney Gordon, Ruishan Wang, Giovanni Quarato, Beisi Xu, Yiping Fan, Myriam Labelle, Fabio Demontis

**Keywords:** Skeletal muscle, Cancer, Cytokines

## Abstract

Decline in skeletal muscle cell size (myofiber atrophy) is a key feature of cancer-induced wasting (cachexia). In particular, atrophy of the diaphragm, the major muscle responsible for breathing, is an important determinant of cancer-associated mortality. However, therapeutic options are limited. Here, we have used *Drosophila* transgenic screening to identify muscle-secreted factors (myokines) that act as paracrine regulators of myofiber growth. Subsequent testing in mouse myotubes revealed that mouse Fibcd1 is an evolutionary-conserved myokine that preserves myofiber size via ERK signaling. Local administration of recombinant Fibcd1 (rFibcd1) ameliorates cachexia-induced myofiber atrophy in the diaphragm of mice bearing patient-derived melanoma xenografts and LLC carcinomas. Moreover, rFibcd1 impedes cachexia-associated transcriptional changes in the diaphragm. Fibcd1-induced signaling appears to be muscle selective because rFibcd1 increases ERK activity in myotubes but not in several cancer cell lines tested. We propose that rFibcd1 may help reinstate myofiber size in the diaphragm of patients with cancer cachexia.

## Abstract (web summary)

Myofiber atrophy occurs in many diseases but the mechanisms responsible for myofiber size determination are incompletely understood. Here, the authors show that the muscle-secreted factor Fibcd1 is necessary to maintain myofiber size and mitigates myofiber atrophy induced by cancer cachexia

## Introduction

Skeletal muscle wasting, defined as the loss of muscle mass and strength, is a component of cachexia, a multifactorial syndrome characterized by systemic inflammation and weight loss, and it is a severe complication of many cancers^1–4^. It is estimated that cancer cachexia occurs in ∼50% of tumors and that it is responsible for ∼1/3 of cancer deaths^5,6^. Strikingly, even a modest cancer-induced decrease (~5–10%) in skeletal muscle mass reduces the functional capacity of the organism and increases the risk of mortality from cancer, whereas muscle hypertrophy is protective^7–12^. Specifically, preventing muscle mass loss in tumor-bearing mice improves prognosis and prolongs their survival even if cancer growth per se is not halted^8,9,13,14^. The mortality due to cachexia has been primarily attributed to wasting of the heart and of the diaphragm (the major muscle responsible for breathing)^9,11,15–18^. Despite the importance of diaphragm atrophy in determining cancer-associated mortality, only few therapeutic approaches are currently available. In particular, inspiratory muscle training has been found effective in improving diaphragm function in a number of disease conditions^19–23^. However, apart from this exercise regimen, no pharmaceutical therapies are available to impede diaphragm wasting.

At the cellular level, cancer-induced muscle wasting is primarily due to a decrease in the size of myofibers, the syncytial cells that compose the muscle^5,6,24^. Specifically, cancer cells and associated host stromal cells secrete a number of pro-inflammatory factors that promote myofiber atrophy by inducing catabolic signaling and muscle protein degradation^5,6,12,24–26^. Although an increase in tumor burden can lead to an increase in cachexia, there is a broad range of variability in cachexia progression and tumor size is only one of the factors (together with cancer type and host factors) that influences cachexia progression^27^. Importantly, the panel of cachectic cytokines produced by cancer cells and associated host stromal cells has been found to be a key determinant of cachexia. For example, cancer cachexia is abrogated in a lymphoma model when the translation of cachectic cytokines produced by the lymphoma is reduced, and this improves survival independently from neoplastic growth^28^, as also found in other models^8,9,13,14^. Moreover, inflammatory cytokines can also be produced by immune cells, including those infiltrating the muscle, in response to tumor-derived signals^29,30^, thus resulting in a systemic cytokine storm that is conducive to body wasting^31^.

In addition to cachectic cytokines, the extent and outcome of cachexia is profoundly impacted by the responsiveness of target tissues to inflammatory/wasting signaling and/or the concurrent activation of compensatory pathways that mitigate cachexia-induced changes in target tissues^27^. In skeletal muscle, several signaling pathways have been found to regulate myofiber size in response to cachectic cytokines^5,6,12,24–26^. Interestingly, some of these pathways can also be modulated by muscle-secreted factors, i.e. myokines^32^, and exerkines, i.e. signaling factors secreted by myofibers, muscle-infiltrating cells, as well as by other tissues in response to exercise^33^. Indeed, several myokines and exerkines regulate myofiber size in an autocrine/paracrine manner^34–36^.

Initial evidence for the role of myokines in myofiber size regulation was found from the analysis of mice with postnatal knockout of the myokine myostatin, which resulted in myofiber hypertrophy^37–39^. Moreover, contraction-induced myokines (which are also referred to as exerkines^33^), such as irisin and decorin, were found to promote myofiber hypertrophy in response to exercise^40–43^. Other myokines are induced by muscle injury and promote muscle regeneration by acting on muscle satellite cells, differentiating myofibers, and/or muscle-infiltrating immune cells^44–49^. Importantly, a few myokines were also found to contrast disease-associated skeletal muscle wasting^50–54^. For example, the exerkine apelin reverses age-associated muscle wasting (sarcopenia) and also promotes regeneration, mitochondrial biogenesis, and autophagy and impedes inflammatory pathways in myofibers^52^. However, apart from extensive efforts in developing myostatin inhibitors^55,56^ and few other notable studies^52,57,58^, the possibility of using recombinant growth-promoting myokines to treat disease-associated myofiber atrophy has not been explored exhaustively.

Here, we have used *Drosophila* developmental larval muscle growth^12,59,60^ to screen >100 evolutionary-conserved myokines for their capacity to regulate myofiber size. Further testing of one of these myokines, secreted Fibcd1 (Fibrinogen C Domain-Containing Protein 1), determined its evolutionary-conserved role in myofiber size regulation in mice, and that recombinant Fibcd1 (rFibcd1) mitigates myofiber atrophy associated with cancer cachexia in the diaphragm muscle. Mechanistically, we find that Fibcd1 promotes MAPK/ERK signaling, which is necessary to preserve myofiber size and to respond to innervation in adult mice^58,61–64^. Interestingly, Fibcd1 increases ERK activity in myotubes but not in several cancer cells, although there are exceptions. This suggests that rFibcd1-based anti-wasting therapies may avoid the side effect of promoting ERK-driven cancer cell proliferation in the context of many cancers. We propose that interventions based on rFibcd1 may help reinstate myofiber size in the diaphragm of patients affected by cancer cachexia and by other disease states characterized by muscle wasting.

## Results

### RNAi and overexpression screening identifies evolutionary-conserved myokines that determine myofiber size in *Drosophila*

Several myokines have been identified by transcriptomic and mass-spectrometry studies^32,36,65^ but their role in muscle wasting remains largely unexplored. Signaling pathways that regulate muscle mass in mammals play similar roles also in *Drosophila*, as found for insulin receptor/FoxO signaling^12,59^. On this basis, we examined whether evolutionary-conserved myokines regulate the size of *Drosophila* larval body wall skeletal muscles, which each consist of a single myofiber. As previously shown^12,59,60^, muscle-specific interventions that change the size of the body wall musculature correspondingly change the larval body size. On this basis, the larval size was used as primary screen readout to estimate the capacity of each myokine to regulate developmental muscle growth, which was followed by quantification of myofiber size. Overall, we followed an experimental pipeline (Fig. 1a, b) similar to the one we recently employed to screen for ubiquitin ligases^60^ and transcription factors^66^. Specifically, the UAS/Gal4 system^67^, the skeletal muscle-specific *Mef2-Gal4* driver^59,68^, and 508 *UAS-RNAi* transgenic fly stocks were used to knock down 111 evolutionary-conserved myokines that have strong muscle expression (RNA-seq FPKM values ≥4), and assess their role in myofiber growth (Fig. 1a–c). Whenever available, overexpression lines for the corresponding myokines were also tested.

**Fig. 1:**
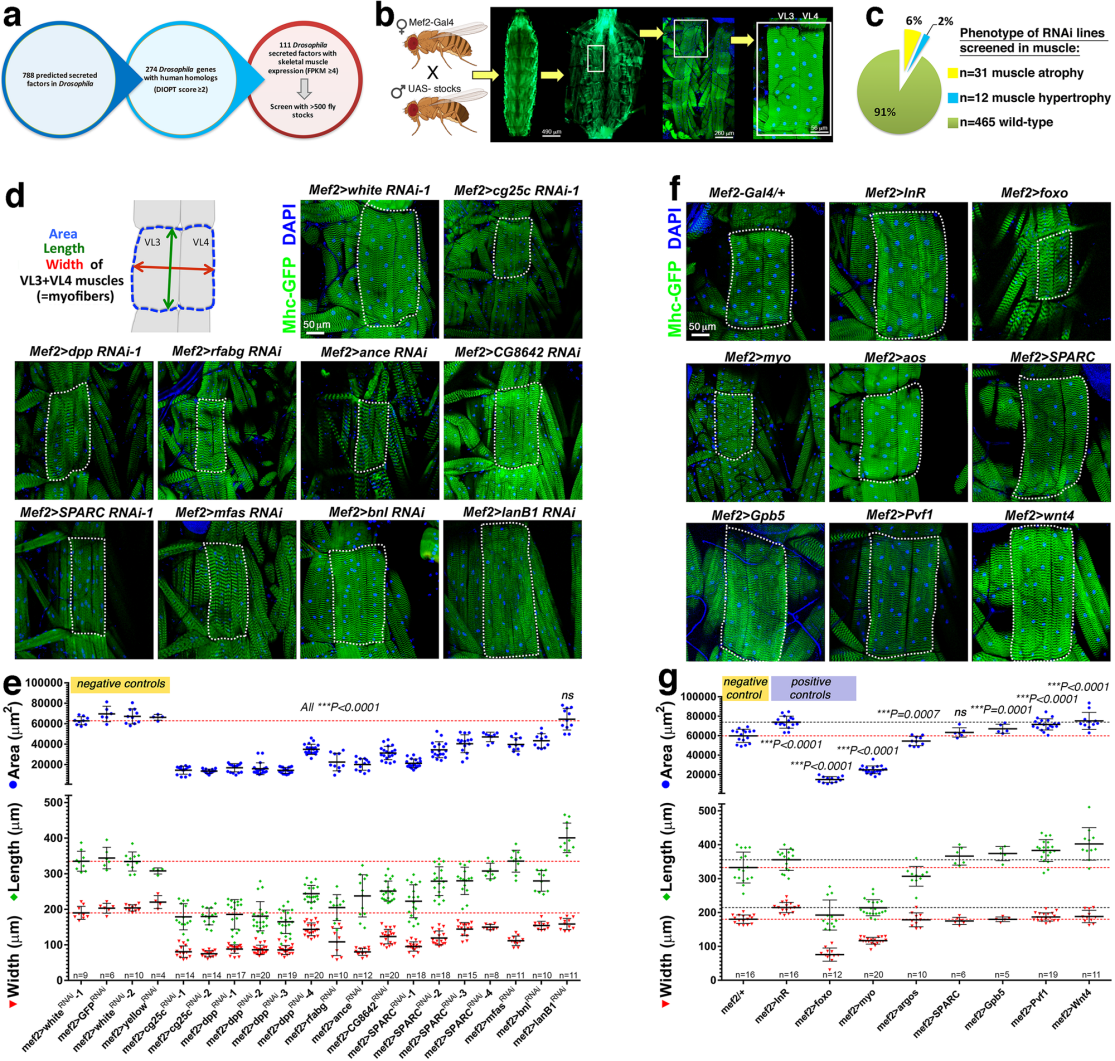
RNAi and overexpression screening identifies myokines that regulate myofiber size in *Drosophila* body wall skeletal muscles. **a** Starting from 788 predicted secreted factors encoded by the *Drosophila* genome, 274 with human homology were selected based on a DIOPT homology score of ≥2. Of these, 111 secreted factors with substantial skeletal muscle expression (FPKM ≥ 4) were further chosen for screening with the UAS/Gal4 system and 508 transgenic stocks. **b** Transgenic RNAi or overexpression was driven in body wall skeletal muscle with *Mef2-Gal4* and muscle phenotypes were identified first based on overall larval body size and secondarily with dissections and analysis of the size of a stereotypical set of skeletal muscles, ventral longitudinal VL3 and VL4 muscles, each consisting of a single myofiber. **c** Screen results (see Supplementary Data 1 for a full report): 31 interventions induced myofiber atrophy (6.1%), 12 led to myofiber hypertrophy (2.4%), whereas 465 led to no phenotype (91.5%). **d** Representative images of RNAi interventions that induce myofiber atrophy, compared to negative control RNAi. **e** Quantitation of the myofiber area, width, and length indicates a significant decrease; mean values ± SD and the precise n(VL3 + VL4 muscles from independent larvae) are reported in the figure; *P* < 0.001. Statistical analysis was done by using two-way ANOVA with Dunnett’s multiple comparison test. **f** Representative images of muscle size phenotypes induced by myokine overexpression, compared to a negative control (+; no transgene) and to positive controls (*foxo* and *Insulin Receptor* overexpression). **g** Quantitation of the myofiber area, width, and length indicates the significant induction of myofiber atrophy and hypertrophy by overexpression of the myokines indicated; mean values ± SD; the n(VL3 + VL4 muscles from independent larvae) is reported in the figure; *P* < 0.001. Statistical analysis was done by using two-way ANOVA with Dunnett’s multiple comparison test. Source data and complete statistical analyses are provided in the Source Data file.

In comparison to control RNAi lines for *GFP* and *white*, this muscle-specific RNAi screen and follow-up validation indicated that 31/508 (6.1%) RNAi lines induce myofiber atrophy (Fig. 1c, Supplementary Fig. 1, and Supplementary Data 1) similar to what is observed with overexpression of the transcription factor *FoxO*, indicating that these myokines are necessary to sustain the ~40-fold myofiber growth that occurs during larval development^12,59^. Conversely, similar to *insulin receptor* (*InR*) overexpression, 12/508 (2.3%) RNAi lines induced myofiber hypertrophy (Fig. 1c and Supplementary Data 1), indicating that these myokines normally limit developmental muscle growth, similar to mammalian myostatin^38,69^. Further testing via immunostaining confirmed that the size of representative skeletal muscles (VL3-VL4) is indeed modulated by RNAi interventions that induce atrophy and hypertrophy (Fig. 1d). Importantly, transgene expression with this *Mef2-Gal4* does not affect the number of syncytial nuclei^59^, indicating that the changes in myofiber size here observed do not arise from altered myoblast fusion.

Among the myokines that scored, a first class of atrophic phenotypes was induced by RNAi lines for growth factors, which indicates that they are necessary for myofiber growth in an autocrine/paracrine manner. For example, 4 different RNAi lines for the myostatin-binding protein SPARC reduced myofiber size (Fig. 1d, e), suggesting that SPARC normally prevents atrophy by binding to and inhibiting TGF-β ligands such as myostatin, as found in mice^70^. Moreover, muscle-specific RNAi for the BMP2/4 homolog *dpp* also induced myofiber atrophy (Fig. 1d, e), presumably via the capacity of BMP ligands to antagonize TGF- β signaling and promote myofiber hypertrophy^71^.

Lastly, RNAi for the FGF homolog *bnl* decreased myofiber size (Fig. 1d, e), possibly by limiting the development of the muscle-associated trachea, which delivers oxygen to sustain muscle growth, similar to the mammalian vasculature^72^, whereas overexpression of the PDGF/VEGF homolog *Pvf1* induced myofiber hypertrophy (Fig. 1f, g). Other growth factors included *Wnt4* and *Gpb5* (homologous to WNT9 and GPHB5, respectively), which induced hypertrophy when overexpressed. Conversely, overexpression of *aos* (an inhibitor of EGF receptor signaling) and *myoglianin* (homologous to myostatin/GDF11^73^) induced atrophy (Fig. 1f, g).

A second category of atrophy inducers consisted of RNAi for the extracellular matrix proteins *cg25c* and *mfas* (Fig. 1d, e), respectively homologous to collagen COL4A1 and to the collagen-binding protein TGFBI. Consistently, COL4A1 mutations cause myopathy in humans^74^ whereas TGFBI loss reduces developmental myofiber growth in zebrafish^75^. Interestingly, RNAi for *lanB1*, homologous to laminin LAMB2, did not significantly affect myofiber size but rather conferred an elongated shape to myofibers (Fig. 1d, e). Other inducers of myofiber atrophy included RNAi for the angiotensin-converting enzyme 1/2 *ance*, for the apolipoprotein *rfabg*, and for *CG8642*, a myokine homologous to mouse Fibrinogen C Domain-Containing Protein 1 (Fibcd1). Altogether, this screen has identified evolutionary-conserved myokines that regulate myofiber size.

### siRNAs for mouse Fibcd1 induce atrophy in mouse C2C12 myotubes

The growth-promoting myokines identified in the *Drosophila* screen are evolutionary conserved. On this basis, we next selected few mouse orthologs for these *Drosophila* myokines to test whether they regulate the size of cultured mouse C2C12 myotubes. For these studies, we first assessed the capacity of siRNAs targeting these myokines to impact myoblast fusion, and subsequently whether siRNAs transfected post-fusion induce atrophy in myotubes. Analysis at day 4 of myogenic differentiation revealed that siRNAs for Bmp1 reduced myoblast fusion whereas siRNAs targeting Wnt9a, Tgfbi, Sparc, and Fibcd1 did not (Supplementary Fig. 2a, b).

When transfected post-fusion into C2C12 myotubes, siRNAs for Tgfbi, Sparc, and Fibcd1 induced atrophy, compared to NT control siRNAs (Supplementary Fig. 2a, c). Importantly, via a decline in *Fibcd1* mRNA levels, Fibcd1 siRNAs induced the strongest atrophy and also worsened starvation-induced atrophy (Fig. 2 and Supplementary Fig. 2c, d). On this basis, we focused further studies on Fibcd1.

**Fig. 2:**
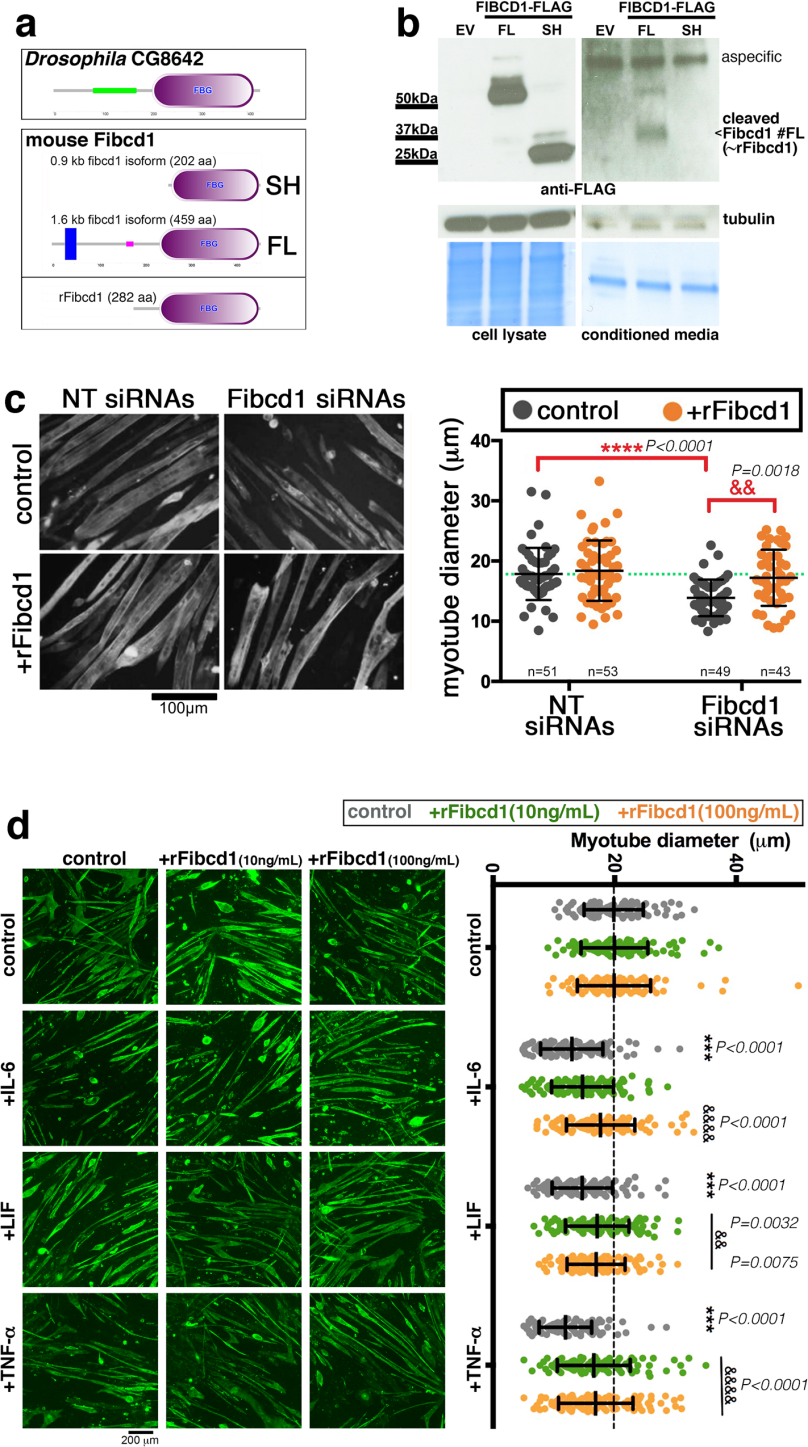
siRNAs for mouse Fibcd1 induce mouse C2C12 myotube atrophy. **a** Transmembrane (FL) and short (SH) versions of the mouse Fibcd1 protein (orthologous to *Drosophila* Fibcd1/*CG8642*) are encoded by the mouse genome. **b** Western blot of HEK293 cell lysates and cell culture supernatants 2 days after transfection with either an empty vector (EV) or with a vector encoding C-terminal Flag-tagged full length (FL) or short (SH) mouse Fibcd1. Expression of FL and SH is detected at similar levels in cell lysates. However, although neither FL nor SH are detected in the culture medium, a C-terminal ~38 kDa fragment of Fibcd1 derived from the proteolytic processing of FL Fibcd1 is detected in the cell culture supernatant. Coomassie blue staining is shown as loading control. A recombinant Fibcd1 protein (rFibcd1) that resembles the cleaved Fibcd1 FL fragment has been generated **a**. **c** NT or Fibcd1 siRNAs transfection into mouse C2C12 myotube-enriched cultures for 48 h, followed by treatment for further 24 h with rFibcd1 or a vehicle control. Representative images of myotubes stained for myosin heavy chain are shown. Scale bar, 100 μm. Measurement of myotube width indicates that Fibcd1 siRNAs induce atrophy and that myotube size is rescues by rFibcd1. Data are mean ± SD with the precise n indicated in the figure; ****P < 0.0001 and ^&&^*P* < 0.01, compared to the indicated control; *P* values were determined by two-way ANOVA with Sidak’s multiple comparisons test. See also Supplementary Fig. 2. **d** Myotube-enriched cultures treated for 48 h with cachectic cytokines (IL-6 at 20 ng/mL, LIF at 20 ng/mL, and TNF-α at 100 ng/mL) and either rFibcd1 at 10 and 100 ng/mL or vehicle-alone control at the same time of the cytokine treatment. Representative images of myotubes stained for myosin heavy chain (green) are shown. Scale bar, 200 μm. Measurement of myotube width indicates that rFibcd1 rescues atrophy induced by cachectic cytokines. Data are mean ± SD; *n* = 101 myotubes/group. ***P < 0.001 compared to control; ^&^*P* < 0.05, ^&&^*P* < 0.01, and ^&&&&^*P* < 0.0001 compared to control within each cytokine group. Statistical analysis was done by using two-way ANOVA with Sidak’s multiple comparisons test. Source data are provided in the Source Data file.

### Secreted Fibcd1 rescues myotube atrophy induced by siRNAs for Fibcd1

In *Drosophila*, the Fibcd1 ortholog *CG8642* encodes for a secreted protein that contains a fibrinogen-like domain. In mice, several splice variants arise from the *Fibcd1* gene. Specifically, the full-length mRNA encodes for a transmembrane version of Fibcd1 (459 amino acids, FL, consisting of exons 1–7), which contains an extracellular fibrinogen domain and has been reported to work as a chitin receptor in epithelia^76,77^. In addition, a short Fibcd1 splice variant lacks the transmembrane region but carries the fibrinogen domain (202 amino acids, SH, consisting of exons1,5-7) and may therefore be secreted (Fig. 2a). To test this hypothesis, C-terminally flag-tagged short and long versions of mouse Fibcd1 were transfected into HEK293 cells and the amount of Fibcd1 recovered from the supernatant was probed with anti-flag antibodies. Both short (SH) and long (FL) versions of Fibcd1 were detected in similar amounts in transfected cells, compared to empty-vector (EV) controls. However, there was a ~38 kDa Fibcd1 fragment that was recovered from the culture medium of HEK293 cells transfected with full-length Fibcd1 (FL) but not from that of cells transfected with the short version of Fibcd1 (SH). These findings indicate that transmembrane Fibcd1 is cleaved C-terminally to generate a secreted Fibcd1 that includes the fibrinogen domain (Fig. 2b).

On this basis, we next tested whether secreted Fibcd1 rescues the myotube atrophy induced by Fibcd1 siRNAs. For these studies, we produced a ~38 kDa recombinant mouse Fibcd1 (rFibcd1; 282 C-terminal amino acids of FL Fibcd1) similar to the extracellular fragment released by proteolytic processing of Fibcd1. Treatment with rFibcd1 rescued the myotube atrophy induced by Fibcd1 siRNAs, indicating that the myotube atrophy induced by Fibcd1 siRNAs is indeed an RNAi on-target effect, and that rFibcd1 is sufficient to reinstate myofiber size (Fig. 2c).

### rFibcd1 rescues myotube atrophy induced by cachectic cytokines

Cancer cells secrete inflammatory signaling factors that induce myofiber atrophy^5,6,12,24,25^. Because we have found that Fibcd1 is a myokine that preserves myofiber size, we next tested whether rFibcd1 can resolve myofiber atrophy induced by cachectic cytokines. To test this hypothesis, we treated C2C12 myotubes with IL-6 (20 ng/mL), LIF (20 ng/mL), and TNF-α (100 ng/mL), which are known to be upregulated in cancerous states and lead to muscle mass loss^25^. As expected based on previous reports^78–80^, in vitro treatment with IL-6, LIF, and TNF-α induced significant atrophy of C2C12 myotubes. However, treatment with rFibcd1 significantly reduced the atrophy induced by IL-6, LIF, and TNF-α (Fig. 2d). Altogether, these findings suggest that Fibcd1 mitigates myotube atrophy induced by cachectic cytokines.

### rFibcd1 rescues myotube atrophy by promoting ERK signaling in muscle cells

To examine what signaling pathways are modulated by Fibcd1 and are responsible for its effects on myotube size determination, we examined the effect of Fibcd1 siRNAs and rFibcd1 treatments on the activity of several signaling pathways with a panel of phospho antibodies. The addition of rFibcd1 to the cell culture medium of mouse C2C12 myotubes increased P-p42 and P-p44 (ERK1/2) MAPK levels after 30 min from stimulation (Fig. 3a), whereas no substantial changes were found in the activity of other pathways including JNK and p38 MAPK (Supplementary Fig. 3a).

**Fig. 3:**
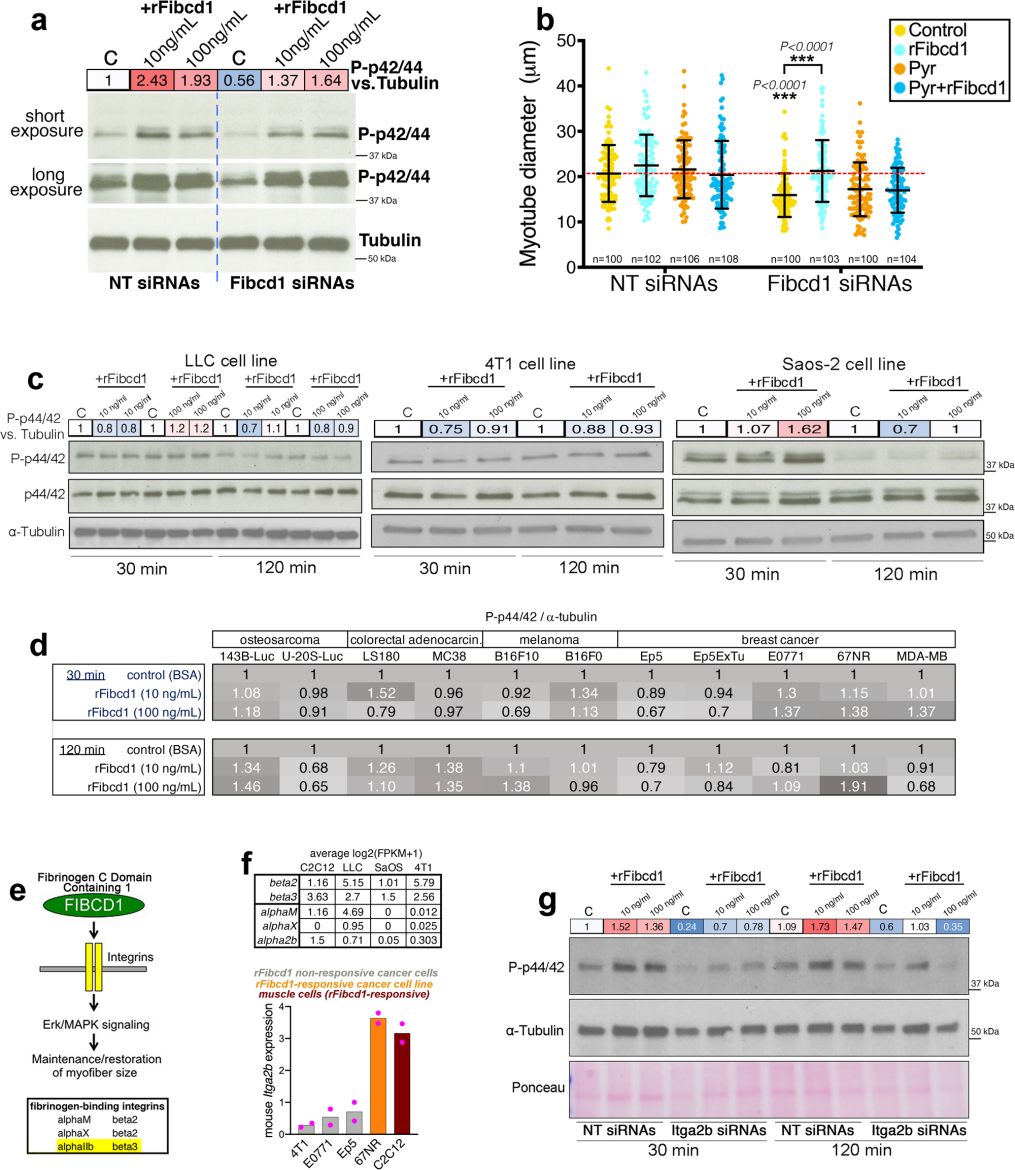
rFibcd1 preserves myotube size via inducing ERK signaling but does not activate this pathway in some cancer cells. **a** Transfection of C2C12 myotubes for 48 h with Fibcd1 siRNAs reduces ERK signaling, as indicated by lower P-p44/42 MAPK compared to NT siRNAs. A 30-min treatment with rFibcd1 rescues P-p44/42 MAPK. See also Supplementary Fig. 3a. **b** NT or Fibcd1 siRNAs transfection into mouse C2C12 myotube-enriched cultures for 48 h, followed by treatment for further 24 h with Pyrazolylpyrrole (ERK inhibitor) at 2.5 ng/mL, indicates that ERK is needed for the preservation of myotube size by rFibcd1. Data are mean ± SD, with n indicated in the figure, and ***P < 0.001 (two-way ANOVA with Sidak’s multiple comparisons test). **c** P-p44/42 MAPK levels do not substantially change upon treatment of LLC, 4T1, and Saos-2 metastatic cancer cells with rFibcd1 (10 and 100 ng/mL for 30 and 120 min), apart for Saos-2 cells treated with the highest rFibcd1 dose. **d** rFibcd1 induces limited/minimal changes in P-p44/42 MAPK in most osteosarcoma, colorectal adenocarcinoma, melanoma, and breast cancer cell lines. However, rFibcd1 induces P-p44/42 in 67NR and 143B-Luc cells. See also Supplementary Fig. 3b. **e** rFibcd1 primarily consists of a fibrinogen-related domain (Fig. 2a). Combinations of a and b integrins are known to act as receptors for fibrinogen, including a2b-b3 integrins. **f** RNA-seq and qRT-PCR indicate that integrin a2b is expressed in C2C12 myotubes, which respond to rFibcd1 by increasing P-p44/42 levels but is not expressed in cancer cells that do not readily respond to rFibcd1 (LLC, 4T1, E0771, Ep5). 67NR cancer cells that respond to rFibcd1 (as indicated by higher P-p44/42; Fig. 3d and Supplementary Fig. 3b) display *Itga2b* mRNA levels similar to those of C2C12 myotubes, suggesting that Itga2b might be a receptor for rFibcd1; *n* = 2 (RNA preps from independent cell cultures).   **g** Itga2b siRNAs impede the rFibcd1-mediated increase in P-ERK, indicating that Itga2b is needed for the optimal response of muscle cells to rFibcd1. The quantitation of P-ERK levels relative to tubulin is shown in **a**, **c**, **g**. Source data are provided in the Source Data file.

ERK signaling is necessary for the maintenance of skeletal muscle mass^63^ and its inhibition prevents IGF-I-induced myofiber hypertrophy^64^. Moreover, ERK has been shown to be necessary to maintain adult myofiber size and their neuromuscular junctions^58,61,62^. Mechanistically, ERK can preserve myofiber size via phosphorylation and inactivation of GSK3β^81,82^ and by promoting protein synthesis via activation of the MAPK-interacting kinase MNK1/2, which in turn phosphorylates the translation initiation factor eIF4E^81,83,84^.

On the basis of these studies, Fibcd1 may modulate myofiber size at least in part via ERK signaling.

To test this hypothesis, C2C12 myotubes were treated with Fibcd1 siRNAs, rFibcd1, and/or Pyrazolylpyrrole, a pharmacological inhibitor of ERK^35,85,86^. By using low doses of Pyrazolylpyrrole (2.5 ng/mL), we found that Pyr has no major impact on myotube size in normal conditions (Fig. 3b). However, Pyrazolylpyrrole prevents rFibcd1 from rescuing myotube atrophy induced by Fibcd1 siRNAs, indicating that rFibcd1 reinstates myotube size via its capacity to increase ERK activity (Fig. 3b).

### rFibcd1 does not promote ERK signaling in a set of cancer cells

ERK is a major driver of tumorigenesis^87^ and therefore interventions that combat muscle wasting via ERK signaling may be hindered by the side effect of promoting cancer cell proliferation^88^. On this basis, we next examined whether rFibcd1 increases P-ERK levels also in cancer cells. To this purpose, we examined P-ERK levels in Lewis lung carcinoma (LLC)^89^, 4T1 breast cancer^90,91^, and Saos-2 osteosarcoma cells^92^. Different from C2C12 myotubes, western blot analyses indicated that rFibcd1 does not promote ERK signaling in these cancer cells, with the exception of Saos-2 cells treated with high levels of rFibcd1 (Fig. 3c). To further test whether rFibcd1 induces ERK signaling in cancer cells, we probed a panel of osteosarcoma, colorectal adenocarcinoma, melanoma, and breast cancer cell lines. In most cases, rFibcd1 induced only marginal changes in P-ERK levels. However, there were also some notable exceptions: rFibcd1 increased P-p44/42 levels in 143B-Luc osteosarcoma and 67NR breast cancer cell lines (Fig. 3d and Supplementary Fig. 3b). Altogether these findings suggest that rFibcd1 may combat myofiber atrophy by inducing ERK signaling in muscle but not in cancer cells. However, this is not universally true because Saos-2, 143B-Luc, and 67NR breast cancer cell lines responded to rFibcd1. Therefore, while rFibcd1 may provide an effective therapy for treating cachexia-induced myofiber atrophy without fueling cancer growth in the context of many cancers, this may not be generally applicable to all cancer types.

Recombinant Fibcd1 primarily consists of a structural domain related to fibrinogen, which is known to bind to and signal via specific combinations of α and β integrins^93–95^. On this basis, rFibcd1 may bind to integrin receptors similar to fibrinogen (Fig. 3e) and this may represent a mechanism by which Fibcd1 promotes MAPK phosphorylation, a known readout of integrin signaling^95^.

To examine whether α/β integrins known to bind to fibrinogen, including Itgα2b^93–95^, are necessary for rFibcd1-induced ERK phosphorylation, we first examined their differential expression in C2C12 muscle cells versus rFibcd1-non-responsive cancer cells. RNA-seq indicates that whereas integrin β2 and β3 expression occurs across cell lines, *Itgα2b* is expressed in muscle but not in cancer cells (Fig. 3f). Analysis of *Itgα2b* expression from larger datasets further confirmed that Itgα2b is poorly or not expressed in many pediatric and adult cancers (Supplementary Fig. 4). Subsequent qRT-PCR analysis indicates that *Itgα2b* is not expressed in rFibcd1-non-responsive cancer cells (4T1, E0771, Ep5). Conversely, the rFibcd1-responsive cancer cell line 67NR (Fig. 3d and Supplementary Fig. 3b) displays *Itgα2b* expression levels similar to those of C2C12 myotubes (Fig. 3f), suggesting that Itgα2b might be a receptor for rFibcd1.

To test whether Itgα2b is indeed required for Fibcd1-mediated P-ERK induction, C2C12 myotubes were treated with Itgα2b siRNAs (Supplementary Fig. 3c). Compared to control NT siRNAs, Itgα2b siRNAs reduced P-ERK levels both at steady state and upon rFibcd1 administration (Fig. 3g), indicating that *Itgα2b* expression is needed for the optimal response of muscle cells to rFibcd1.

### rFibcd1 rescues LLC cancer-induced myofiber atrophy in the diaphragm muscle of mice

To test the therapeutic potential of rFibcd1 in vivo, we employed an established model of cancer cachexia based on the subcutaneous injection of Lewis Lung Carcinoma (LLC) cells^60,96,97^.

For these experiments, ~10^6^ LLC cells were injected subcutaneously in each flank and allowed to grow for ~3 weeks. One week before reaching the endpoint, tumor-bearing mice were randomly allocated to receive 3 intraperitoneal injections of rFibcd1 (every other day; 1 mg/kg of rFibcd1 in PBS with 1%BSA) or mock (PBS with 1%BSA). Cohorts of isogenic C57BL/6 J control mice devoid of tumors were similarly injected with either rFibcd1 or PBS.

A key determinant of cachexia-associated mortality is wasting of the diaphragm, the muscle necessary for respiration^11,98^. Therefore, interventions that preserve the size of diaphragm myofibers are crucial for reducing mortality associated with cachexia and other critical illnesses^99^. On this basis, we have tested whether rFibcd1 rescues cancer-induced atrophy of diaphragm myofibers and found that this is the case (Fig. 4). Specifically, LLC cancer cells induce atrophy of all myofiber types (1, 2a, and 2x/2b) but this is rescued by intraperitoneal rFibcd1 injection (Fig. 4a, b), as indicated by the Feret’s minimal diameter, a geometrical parameter indicative of myofiber size^100^. However, rFibcd1 injection does not affect myofiber size in wild-type (non-cachectic) conditions (Fig. 4a, b), indicating that Fibcd1 maintains steady-state myofiber size but does not induce hypertrophy.

**Fig. 4:**
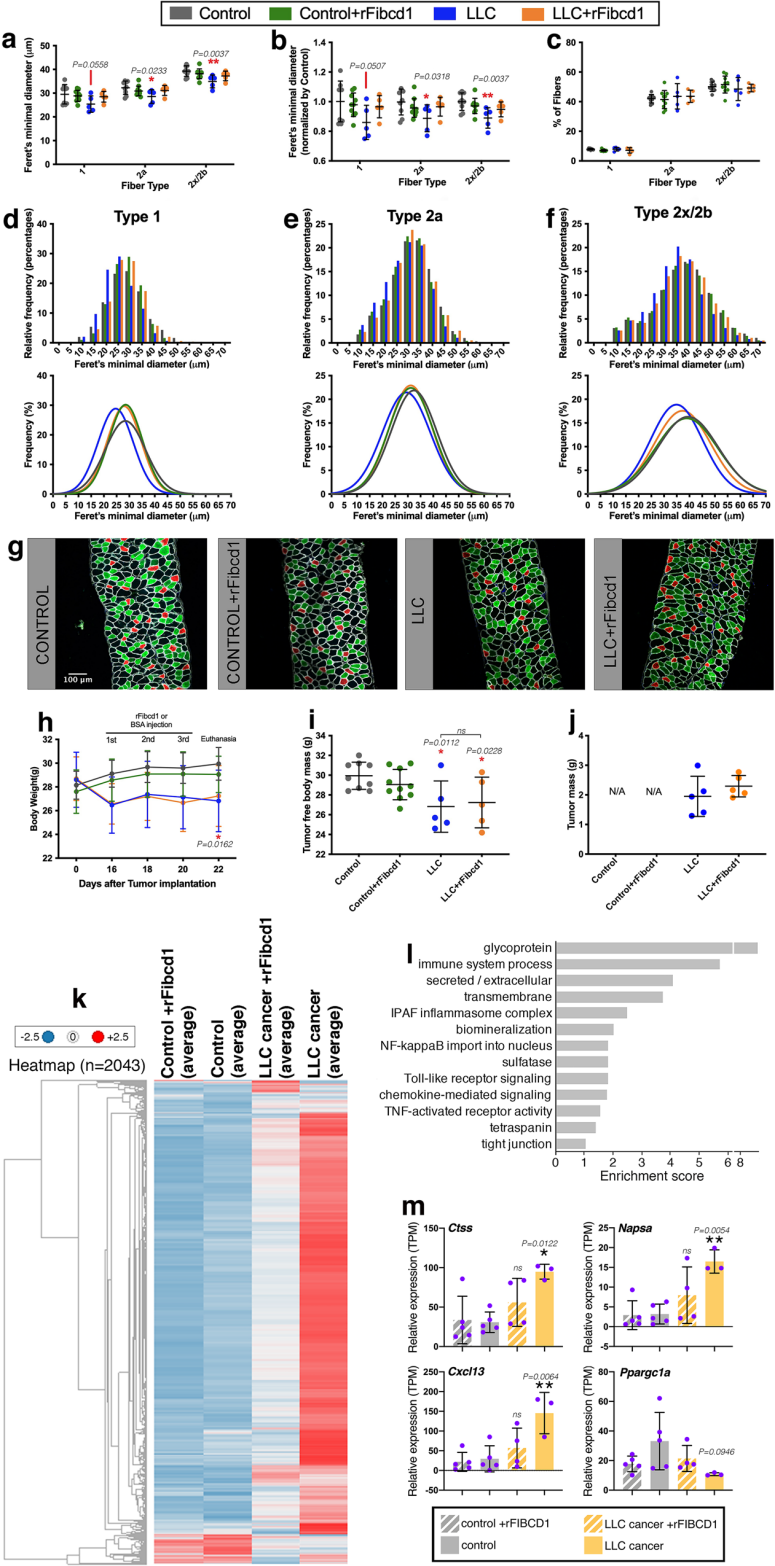
rFibcd1 rescues LLC cancer-induced myofiber atrophy of the diaphragm. **a**–**f** Myofiber size of diaphragms from control mice treated with mock (*n* = 9) or with rFibcd1 (*n* = 10), and from mice that carry LLC tumors and that are treated with mock (*n* = 5) or with rFibcd1 (*n* = 5). Treatment consisted of 3 intraperitoneal injections of rFibcd1 (1 mg/Kg) or mock injection of 1% BSA (vehicle). **a** Feret’s minimal diameter of type 1, 2a, and 2x/2b myofibers. **b** Feret’s minimal diameter normalized to controls. rFibcd1 partially rescues cancer-induced myofiber atrophy. **c** Percentage of type 1, 2a, and 2x/2b myofibers. In (**a**–**c**), mean ± SD are shown and analyzed with two-way ANOVA with Sidak’s multiple comparisons. **d**–**f** Frequency and gaussian distribution of Feret’s minimal diameters for type 1 **d**, type 2a **e**, and type 2x/2b myofibers **f**. **g** Representative images of diaphragm strips immunostained for type 1 (red), type 2a (green), and type 2x/2b myofibers (black). Laminin (white) delineates all myofibers, and DAPI (blue) the nuclei. **h-i**, Body weight and tumor-free body mass decrease in response to LLC tumor growth. **i**–**j** Intraperitoneal injection of rFibcd1 does not affect the tumor-free body mass and the tumor mass, indicating that rFibcd1 exerts local rather than system effects. N/A, not applicable. Data are mean ± SD. *P < 0.05 (two-way ANOVA with Sidak’s multiple comparisons test). The n is the same as reported in (**a**) and refers to mice in **h**–**i**, and to the mass of tumors in **j**. **k** Heatmap of 2043 differentially-expressed genes in diaphragms from control mice treated with mock (*n* = 5) or with rFibcd1 (*n* = 5), and mice that carry LLC tumors and are treated with mock (*n* = 3) or with rFibcd1 (*n* = 4). **l** GO term analysis of genes (Supplementary Data 2) that are upregulated (230) and downregulated (17) (*P* < 0.05 and Log2R < -0.5 and Log2R > 0.5) in the diaphragm of mice with LLC but not if treated with rFibcd1. **m** These include genes related to inflammation (*Cxcl13*), proteolysis (*Ctss* and *Napsa*) and metabolism (*Ppargc1a*). Data are means ± SD with *n* indicated; *P < 0.05 and **P < 0.01 (two-way ANOVA with Tukey’s multiple comparisons). Source data are provided in the Source Data file.

Because myofiber types have different defining sizes, the reduction in myofiber atrophy due to rFibcd1 may be explained via its capacity to promote a shift from type 1 to type 2a or 2x/2b myofibers, which are bigger^101^. However, immunostaining of diaphragm muscles with antibodies for distinct myosin heavy chain isoforms revealed that there are no changes in the relative abundance of different myofiber types present in the diaphragm of mice treated with rFibcd1 versus controls (Fig. 4c).

We next analyzed the distribution of myofiber sizes present in the diaphragm. For each myofiber type, LLC cancer cells induced a shift towards smaller sizes, which was rescued by rFibcd1 (Fig. 4d–g).

The capacity of rFibcd1 to limit myofiber atrophy in the diaphragm of cancer-bearing mice arises via its local action in attenuating cachectic changes in the diaphragm muscle. Systemic effects of rFibcd1 on body wasting and/or on cancer cells are unlikely given that rFibcd1 is injected locally in the peritoneal cavity. Indeed, body weight and tumor-free body mass declined in mice injected with LLC cancer cells but did not differ in response to intraperitoneal rFibcd1 injection (Fig. 4h–i), indicating that intraperitoneal rFibcd1 is active on the diaphragm, which is located in the peritoneal cavity, but not systemically. Consistently, LLC tumor mass was similar in mice treated with rFibcd1 versus controls (Fig. 4j). Altogether, these findings indicate that local injection of rFibcd1 resolves atrophy of diaphragm myofibers induced by cancer cachexia and that this is not due to an effect of rFibcd1 on tumor burden.

### rFibcd1 rescues muscle transcriptional changes induced by LLC cancers

We next examined whether rFibcd1 rescues the molecular changes associated with cachexia-induced myofiber atrophy in the diaphragm. In parallel with the preservation of myofiber size (Fig. 4), RNA-sequencing revealed that LLC-induced cachexia is characterized by an increase in the expression of many genes whereas relatively few have reduced expression (Fig. 4k). However, rFibcd1 significantly mitigates LLC-induced transcriptional changes in the diaphragm muscle, compared to mock injections (Fig. 4k).

Further analysis of 247 significantly-regulated genes in LLC versus LLC + rFibcd1 (p < 0.05 and −0.5 > log2R > 0.5) revealed that several categories of genes involved in immunity and inflammation are overrepresented among LLC-upregulated genes (Fig. 4l), including the chemokine *Cxcl13* (Fig. 4m) and receptors for inflammatory cachectic cytokines (Supplementary Data 2). Together, these findings indicate that cachectic factors produced by LLC cells, such as IL-6, LIF, and TNF-α^96,102^, induce inflammatory signaling in the diaphragm muscle and that intraperitoneal injection of rFibcd1 can impede such transcriptional changes (Fig. 4l).

Previous studies have shown that muscle proteolysis is a key mechanism responsible for myofiber atrophy induced by cancer^12,24^. In this respect, further analysis revealed that LLC cancer cells increase the expression of cathepsins in the diaphragm muscle, such as *Ctss*, *Ctse*, *Ctsw*, *Ctsz*, *Ctsc*, *Ctsh*, and *Ctso* (Fig. 4m and Supplementary Data 2). Because cathepsin are lysosomal proteolytic enzymes that have been previously implicated in myofiber atrophy^103–106^, they likely contribute to the proteolysis responsible for LLC cancer-induced muscle mass loss. However, rFibcd1 largely rescued the upregulation of cathepsin expression due to LLC cancers (Fig. 4m and Supplementary Data 2). Other proteolytic enzymes were also similarly regulated by LLC cancers and rFibcd1, such as *Napsa*, a member of the peptidase A1 family of aspartic proteases (Fig. 4m). Moreover, *ubiquitin D* (*Ubd*) expression was induced by LLC cancers but repressed by rFibcd1 (Supplementary Data 2) and may sustain proteolysis via the ubiquitin-proteasome system. Lastly, ubiquitin ligases were also regulated and are known to have important roles in muscle proteolysis during wasting^24,103,107,108^. Interestingly, some of them were upregulated in the diaphragm of mice with LLC cancers but this was rescued by rFibcd1 injection. These included *Hgs* and *Syvn1* (Supplementary Data 2), which were previously shown to negatively regulate myofiber size^60^. However, LLC cancers did not significantly induce other ubiquitin ligases involved in myofiber atrophy^24,103,107,108^, such as *Fbxo32/Atrogin-1* and *Trim63/MuRF1* (Supplementary Data 2). Although relatively few genes were downregulated in response to LLC cancers, there were some that have been previously associated with myofiber hypertrophy, such as *Pparg1a/PGC1a*^109^, which was downregulated in LLC but not in LLC + rFibcd1 versus control (Fig. 4m and Supplementary Data 2).

Altogether, these findings indicate that rFibcd1 hinders some of the molecular changes associated with cancer cachexia in the diaphragm, including expression of genes already implicated in myofiber atrophy via their roles in inflammation, proteolysis, and other processes.

### A patient-derived melanoma xenograft induces progressive atrophy of diaphragm myofibers

LLC cancer-induced cachexia is an established disease model that has led to many insights into the mechanisms of muscle wasting in cancer^60,96,97^. However, there is growing appreciation that patient-derived orthotopic cancer xenografts provide cachexia models that more closely mimic disease progression in humans^97,110^. To this purpose, we have identified a cachexia-inducing (“cachectic”) orthotopic patient-derived melanoma xenograft from the Childhood Solid Tumor Network collection established at St. Jude Children’s Research Hospital^111–115^. Specifically, we have established a model of cancer cachexia induced by a patient-derived melanoma xenograft (MAST360B/SJMEL030083_X2) and compared it to mice bearing a control melanoma xenograft that does not induce cachexia (MAST552A/SJMEL031086_X1; “non-cachectic”).

Compared to the commonly used LLC model of cancer-induced cachexia (Fig. 4), the melanoma model (MAST360B) used here induces severe muscle mass loss, i.e. ~25% versus ~10% loss found with LLC (Supplementary Fig. 5a). The body weight loss induced by this cachectic melanoma xenograft is characterized by a decline in the mass of the white adipose tissue, liver, pancreas, ovaries, heart, and skeletal muscles (i.e. soleus, tibialis anterior, gastrocnemius, diaphragm), (Supplementary Fig. 5b).

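RNA-seq was done on diaphragm muscles from 62 female mice at 4 time points, 2, 4, 6 and 8 weeks post implantation. The mice carried the cachectic melanoma xenograft or the non-cachectic melanoma xenograft, or were controls with a mock injection, which makes 12 conditions. There were 5 mice in each condition except cachectic mice at 8 weeks, of which there were 7, and each library came from 1 mouse. The authors trimmed and filtered the reads, aligned them to GRCm38 (mm10) with CLC Genomics Workbench, and deposited the TPM values of 47643 genes in each mouse. TPM divides the reads of a gene by its length and scales the library, and every library summed to 1000000. The annotation release, the use of strand and the treatment of reads that match several genes are not named in the paper's text, so the values of near-identical, overlapping and antisense genes are uncertain.

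Gene expression was compared on the log2(TPM + 1) scale, on which a fold change understates the change of genes with low values. The 13578 genes that reached 1 TPM in at least 5 mice were tested with limma, with a mean for each condition and a spread shared by all 62 mice. A gene was called changed when its p-value, adjusted by the Benjamini-Hochberg method over the genes tested, was under 0.05 and its log2 fold change was over 1 in either direction.

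Read counts were not used here, so the depth behind each value is unknown. Nor is it known from counts whether it was the same in every mouse. A rough relative depth, read from genes above 0 in 3 to 6 mice, was between 0.156 and 0.732 in the 4 libraries named below. It was between 0.832 and 1.11 in the others. The number of genes above 0 lay between 15069 and 19057 per mouse, with a median of 18296.5. The 37 mitochondrially encoded genes held from 32.5% to 61.5% of the TPM, with a median of 45.2%.

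In 4 libraries, cachectic replicates 3 and 4 and non-cachectic replicate 5 at 2 weeks and cachectic replicate 3 at 8 weeks, 15069, 16389, 15493 and 15263 genes were above 0, against at least 17909 in each of the other 58. Mitochondrially encoded genes held from 54.4% to 61.5% of the TPM in these 4 libraries and at most 50.1% in the others. The mean log2(TPM + 1) over a list of 10 genes of the liver was 10.27, 9.15 and 8.56 in control replicates 2, 4 and 5 at 2 weeks and 8.01 in cachectic replicate 5 at 6 weeks, against a median of 2.12 over the 62 mice. All mice were kept in the comparisons.

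**Figure D1:**
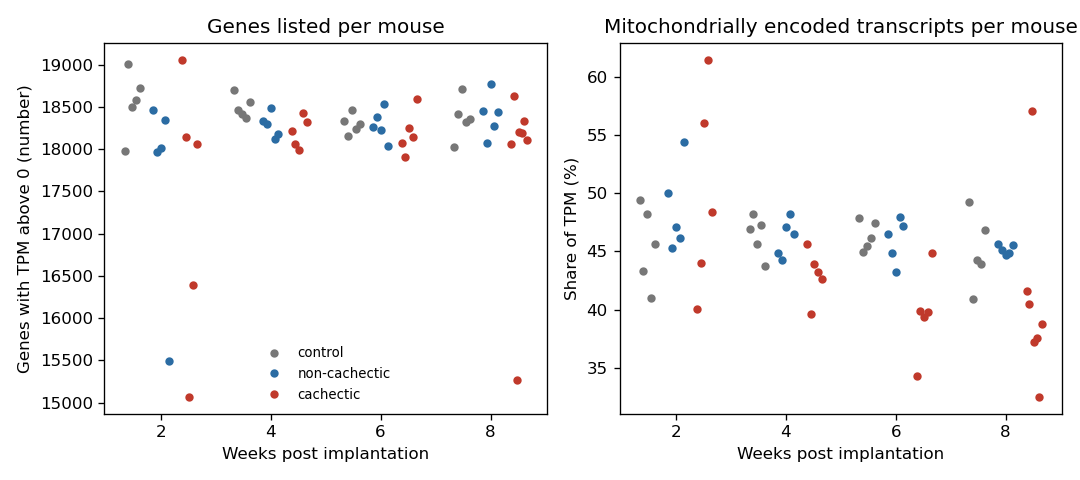
Number of genes with a TPM above 0 (left) and share of the TPM in mitochondrially encoded genes in percent (right), by weeks post implantation, with 1 point per mouse and a colour per group. The 4 libraries between 15069 and 16389 genes lie apart from the other 58, of which the lowest has 17909.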

To better define how cachexia induced by this melanoma xenograft impacts the diaphragm, we have employed histological and transcriptional analyses to follow the progressive development of myofiber atrophy in the diaphragm muscle. There was no significant change in myofiber size at 2 weeks (Fig. 5a, d) and 4 weeks (Fig. 5e–h) post tumor implantation. However, myofiber atrophy was observed at week 6 (Fig. 5i–l) and further developed by week 8 from tumor injection (Fig. 5m–p).

**Fig. 5:**
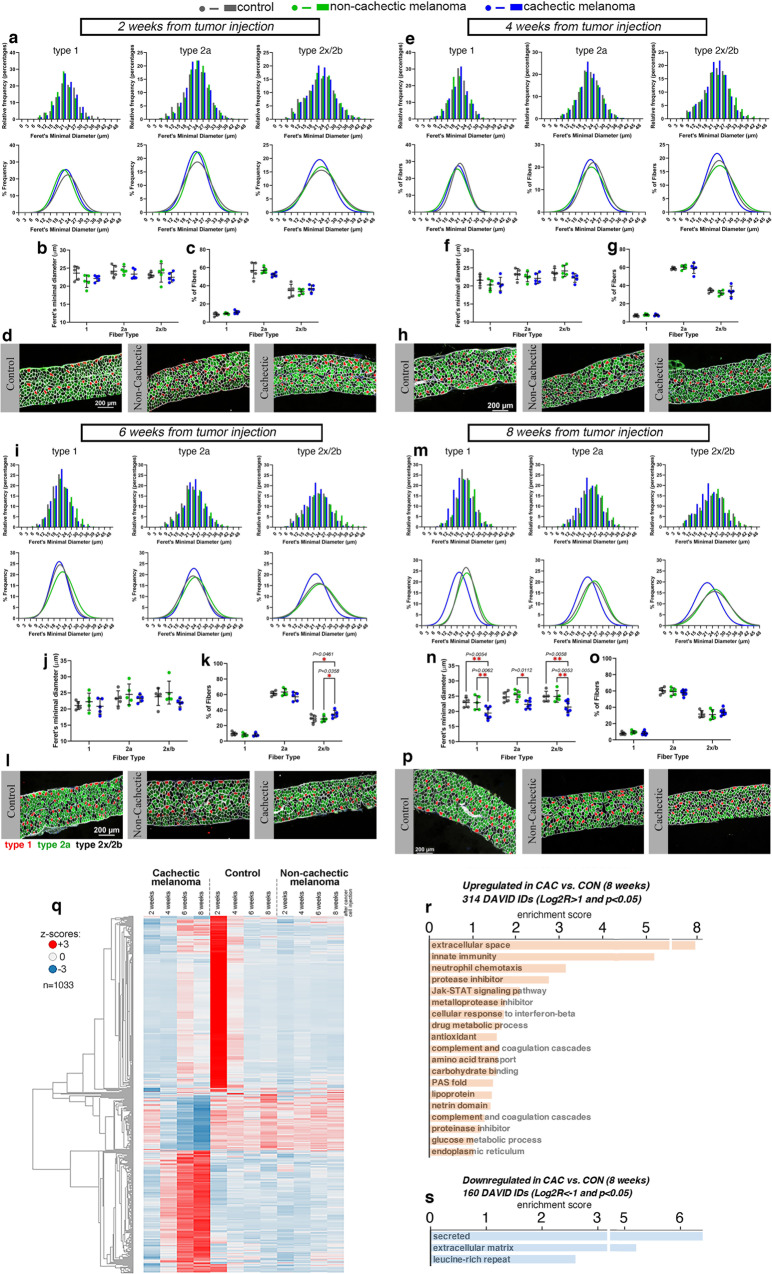
Cachexia caused by a pediatric melanoma xenograft induces myofiber atrophy in the diaphragm. **a**–**p** Analysis of myofiber size in diaphragm muscles of mice undergoing wasting at 2 **a**–**d**, 4 **e**–**h**, 6 **i**–**l**, and 8 **m**–**p** weeks post implantation of a cachexia-inducing (“cachectic”) melanoma xenograft, compared to a cachexia-non-inducing (“non-cachectic”) melanoma xenograft or mock injection of PBS (*n* = 5/group). At the early stages of cachexia progression (2-4 weeks), there is no substantial decline in myofiber size, as indicated by the analysis of the Feret’s minimal diameter **a**–**b**, **e**–**f**. At later stages (6–8 weeks), there is a trend towards a decline in the size of type 1, 2a, and 2x/2b myofibers at 6 weeks of age **i**, **j**, **l**, which however is significant only after 8 weeks from cancer cell injection **m**, **n**, **p**. There are no changes in the relative proportion of myofiber types found in diaphragm muscles **c**, **g**, **o**, apart for a slight increase in type 2x/2b myofibers at 6 weeks (**k**). Mean values ± SD are shown in panels **b**–**c**, **f**–**g**, **j**–**k**, and **n**–**o**. Statistical analysis was done by using two-way ANOVA with Sidak’s multiple comparisons test. **q** Heatmap of 1033 genes that are most highly modulated by melanoma-induced cachexia in the diaphragm, compared to controls. **r** Upregulated genes include secreted proteins, proteins involved in innate immunity and neutrophil chemotaxis, and metalloprotease inhibitors. **s** Downregulated genes are also enriched for secreted and extracellular matrix proteins. Genes modulated with *P* < 0.05 and Log2R > 1 **r** and Log2R < -1 **s** in cachectic versus control at 8 weeks post tumor implantation are shown. Source data are provided in the Source Data file.

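The gene categories were tested with 9 gene lists written by hand, which hold from 6 to 38 genes each and are not the annotation terms of Fig. 5r and s. The camera test of limma, with a correlation between genes of 0.01, set the limma test statistics of each list against those of all other genes tested. The mean log2 fold changes given below describe the lists and are not the quantity tested. It was run for cachectic versus control and cachectic versus non-cachectic mice at 6 and 8 weeks, with Benjamini-Hochberg adjustment over the 36 pairs of list and comparison. Of these pairs, 31 had an adjusted p under 0.05, 23 with a shift upward and 8 with a shift downward.

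In cachectic versus control mice at 8 weeks, the 14 acute phase genes had a mean log2 fold change of 2.37 (adjusted p = 1.34e-10), and 8 of them were higher at an adjusted p under 0.05. The mean was 0.86 over 24 genes of neutrophil chemotaxis (adjusted p = 1.91e-08) and 0.64 over 34 genes of innate immunity (adjusted p = 3.69e-09). It was 0.49 over 28 genes of Jak-STAT signaling and 0.69 over 22 protease inhibitor genes, with adjusted p-values of 9.82e-06 and 1.16e-05. The 27 genes of complement and coagulation had a mean of 0.34 (adjusted p = 0.00223). The 6 metalloprotease inhibitor genes had a mean of 0.31, which did not pass the adjusted threshold (adjusted p = 0.127), nor did they in the other 3 comparisons.

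The 36 extracellular matrix genes had a mean log2 fold change of -0.95 at 8 weeks (adjusted p = 4.32e-10), with 20 of them lower and 1 higher at an adjusted p under 0.05. The 13 leucine-rich repeat matrix genes had a mean of -0.70 (adjusted p = 0.00445). At 6 weeks the mean of the extracellular matrix genes was -0.16 against control and -0.56 against non-cachectic mice. The remaining pair without an adjusted p under 0.05 was complement and coagulation in cachectic versus non-cachectic mice at 6 weeks (adjusted p = 0.0870). When the correlation between genes was estimated for each list in place of 0.01, 0 of the 36 pairs had an adjusted p under 0.05, 7 had an unadjusted p under 0.05, and the direction of the mean was the same in all 36.

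The camera test treats genes, not mice, as the units. Tested per mouse, with exact permutation tests of the mean log2(TPM + 1) of each list and adjustment over 72 pairs of list and comparison, chosen after the camera results had been seen, 14 pairs had an adjusted p under 0.05. At 8 weeks in cachectic versus control mice these were acute phase and neutrophil chemotaxis (exact permutation p = 0.00631). The adjusted p of the exact permutation test was 0.0649 for innate immunity, 0.0568 for protease inhibitors, 0.0571 for extracellular matrix, 0.107 for leucine-rich repeat matrix genes, 0.325 for complement and coagulation, 0.367 for Jak-STAT signaling and 0.467 for metalloprotease inhibitors. At 6 weeks against control mice, the lists of neutrophil chemotaxis, innate immunity, acute phase, protease inhibitors, Jak-STAT signaling, and complement and coagulation passed. Each had an exact permutation p of 0.00794 and an adjusted p of 0.0408, with 5 of 5 cachectic mice above every control mouse. Metalloprotease inhibitors, leucine-rich repeat matrix genes and extracellular matrix did not pass at 6 weeks (adjusted p = 0.0571, 0.139 and 0.327).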

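With these cutoffs, 203 genes were higher and 234 were lower in the 7 cachectic than in the 5 control mice at 8 weeks by limma. With an adjusted p under 0.05, 181 were higher and 225 lower. The larger side changed with scaling between libraries, to 250 higher and 163 lower with median ratios and 227 and 176 with quantile normalization. It also changed with array quality weights (271 and 136), but not with the other ways of processing that were run. With the cutoffs of the legend, the number of lower genes moved most with a pseudocount of 0.1 in place of 1, to 517, and the number of higher genes without cachectic replicate 3, to 323, with 165 lower. In 861 genes, 6.34% of those tested, every cachectic mouse lay outside the range of the control mice, where chance gives 0.253% for 7 mice against 5. Of these genes, 332 were higher and 490 lower at an adjusted p under 0.05.

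The following genes had the largest changes among these, and their positions are those of GRCm38. Serpina3n (ENSMUSG00000021091.8, chromosome 12 from 104406729 to 104414329), which codes for a secreted protease inhibitor, had 525 ± 331 TPM (SD, n = 7) in cachectic and 7.42 ± 2.34 TPM (SD, n = 5) in control mice. Its log2 fold change was 5.42 (standard error 0.64, adjusted p = 2.68e-08 by limma). Its value in cachectic replicate 3 was 18.4 TPM, and the highest control value was 10.1 TPM. Mt2 (ENSMUSG00000031762.7, chromosome 8 from 94172664 to 94173568), which codes for a metallothionein, had 907 ± 691 TPM (SD, n = 7) and 13.4 ± 3.86 TPM (SD, n = 5), a log2 fold change of 5.21. Hp (haptoglobin, chromosome 8 from 109575128 to 109579172), Saa1 (serum amyloid A, chromosome 7 from 46740497 to 46742980) and the chemokine gene Ccl8 (chromosome 11 from 82115185 to 82116799) had log2 fold changes of 4.32, 4.06 and 3.67. Serpina3n, Mt2, Saa1 and Ccl8 have close paralogs, so their values may include reads of those genes. Serpina3n, Hp and Saa1 are also in the acute phase list, whose genes the liver expresses. Cachectic replicates 1 and 2 had liver list means of 4.89 and 7.17, against at most 4.33 in control mice. In the 5 cachectic mice below the highest control mouse in that mean, the differences were 5.06, 4.07 and 2.75 on the log2 scale.

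Among the genes that fell, Nmrk2 (ENSMUSG00000004939.7, chromosome 10 from 81198170 to 81202051) had 17.7 ± 24.3 TPM (SD, n = 7) in cachectic and 138 ± 31.6 TPM (SD, n = 5) in control mice. Its log2 fold change was -3.68 (standard error 0.52, adjusted p = 9.76e-07 by limma). Mfap4, which codes for a microfibril-associated protein (ENSMUSG00000042436.12, chromosome 11 from 61485431 to 61488900), had 7.58 ± 7.70 TPM (SD, n = 7) and 46.4 ± 14.2 TPM (SD, n = 5), a log2 fold change of -2.78. Ky (chromosome 9 from 102505750 to 102546239), Nrep (chromosome 18 from 33437019 to 33464029) and Aplnr (chromosome 2 from 85136225 to 85139923) had log2 fold changes of -2.68, -2.64 and -2.60. All 10 genes kept an adjusted p under 0.05 in each of the 12 fits that left out 1 of the mice, with log2 fold changes of Serpina3n between 5.15 and 6.11 and of Nmrk2 between -4.14 and -3.32. Each fit kept at least 1 of cachectic replicates 1 and 2, which had the highest liver list means of the 12 mice.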

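With cutoffs of p under 0.01 and a log2 fold change over 1 in either direction, 1106 genes passed in at least 1 of 8 comparisons by limma, cachectic versus control and cachectic versus non-cachectic mice at each of the 4 time points. Of these genes, 552 passed at 6 or 8 weeks and 543 passed only at 2 weeks. The mean TPM of 517 of them was highest, among the 12 conditions, in control mice at 2 weeks, where 3 of 5 mice had the highest values of the liver gene list. With the alternatives, the number of genes that passed in at least 1 of 8 comparisons lay between 515, with Dunn's test after a Kruskal-Wallis test over the 12 conditions, and 2046, with a pseudocount of 0.1 in place of 1.

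With an adjusted p under 0.05, cachectic versus control mice differed in 566 genes at 2 weeks (2 higher, 564 lower), 2 genes at 4 weeks (both higher), 206 genes at 6 weeks (175 higher, 31 lower) and 406 genes at 8 weeks. The 2-week number depended on single mice: it was between 8 and 1306 when each of the 10 mice was left out in turn. Fitted with the 10 mice of that comparison alone, it was 0, with 266 genes at an unadjusted p under 0.05. Cachectic versus non-cachectic mice differed in 0 genes at 2 weeks (74 at an unadjusted p), 4 at 4 weeks, 208 at 6 weeks (155 higher, 53 lower) and 344 at 8 weeks (157 higher, 187 lower). Non-cachectic versus control mice differed in 443 genes at 2 weeks, all lower, and in 0 genes at 4, 6 and 8 weeks, with 11, 7 and 9 genes at an unadjusted p under 0.05. Without each mouse in turn, the 443 became 171 to 574. Fitted with these 2 groups alone it was 0, with 470 genes at an unadjusted p under 0.05. With the mean of the liver gene list as a covariate it was 1, with 155 at an unadjusted p under 0.05. Of the genes lower at 2 weeks, 395 were lower in both comparisons with control mice.

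Between 6 and 8 weeks, 112 genes were higher and 29 lower in cachectic than control mice at both time points. A contrast of the 2 time points found 0 genes whose difference between cachectic and control mice changed from 6 to 8 weeks at an adjusted p under 0.05, and 41 at an unadjusted p. From 2 to 8 weeks the difference changed in 371 genes, 348 upward and 23 downward, 943 at an unadjusted p. That number lay between 106 and 1607 when each mouse was left out in turn. In 31 of 100 splits in which same-numbered cachectic and control mice exchanged labels, as many genes changed. With TPM scaled by median ratios, 254 genes changed upward and 111 downward. From the heatmap of modulated genes (Fig. 5q) and the categories of genes changed at 8 weeks (Fig. 5r and s), the paper concludes that gene expression changes along with atrophy of the diaphragm, that secreted, immune and inflammatory categories are among those that rise, and that few genes fall by comparison.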

Analysis of gene expression changes indicates that diaphragm atrophy associates with a set of 1033 genes (Fig. 5q) and that upregulated gene categories include secreted/immune proteins and inflammatory pathways (Fig. 5r), whereas relatively few genes were downregulated (Fig. 5s). Similar transcriptional changes were also found to occur in the tibialis anterior and soleus muscles (Supplementary Fig. 5c, d and Supplementary Data 4).

Altogether, these studies identify myofiber atrophy and transcriptional upregulation of inflammatory genes as components of diaphragm cachexia induced by pediatric melanoma xenografts.

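The course of these changes was followed with the 118 genes that Supplementary Data 4 lists as higher in the 3 muscles, all of which were in the data. Whether the diaphragm values of that list come from the same mice is not stated, so the list may not be independent of them. The score of a mouse was its mean log2(TPM + 1) over these genes. It was 4.28 ± 0.22 (SD, n = 5) in cachectic, 3.05 ± 0.20 (SD, n = 5) in non-cachectic and 2.88 ± 0.07 (SD, n = 5) in control mice at 6 weeks. At 8 weeks it was 4.25 ± 0.73 (SD, n = 7), 3.10 ± 0.28 (SD, n = 5) and 2.93 ± 0.05 (SD, n = 5). Cachectic replicate 3 at 8 weeks, at 2.65, lay below every control mouse.

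The score of cachectic mice exceeded that of control mice by 0.57 at 4 weeks (exact two-sided permutation test, p = 0.0238, adjusted p = 0.0317 over 8 comparisons), with 3 of 5 cachectic mice above every control mouse. It exceeded it by 1.40 at 6 weeks in 5 of 5 mice (exact permutation p = 0.00794, the smallest that 5 mice against 5 allow, adjusted p = 0.0212) and by 1.31 at 8 weeks in 6 of 7 mice (exact permutation p = 0.0139, adjusted p = 0.0222). At 2 weeks the difference was -0.21 (exact permutation p = 0.349), and it changed sign, to 0.15, when TPM was scaled by median ratios. Against non-cachectic mice the differences were -0.12, 0.61, 1.24 and 1.15 at 2, 4, 6 and 8 weeks, with exact permutation p-values of 0.563, 0.00794, 0.00794 and 0.0139.

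The mean log2(TPM + 1) per mouse over the acute phase genes was examined after their change at 8 weeks had been seen. It was higher in cachectic than control mice by 2.09 at 6 weeks (exact permutation p = 0.00794) and 2.37 at 8 weeks (exact permutation p = 0.00253), both with an adjusted p of 0.0408 over the 72 pairs of the 9 gene lists and 8 comparisons, and with every cachectic mouse above every control mouse at both time points. At 4 weeks the difference was 0.11 (exact permutation p = 0.952). The mean of the liver gene list differed by -2.35 in that week, with 5 of 5 cachectic mice below every control mouse. Its exact permutation p was 0.00794, and 0.267 when adjusted over 168 pairs of 21 marker lists and 8 comparisons. Since the liver also expresses acute phase genes, the 4-week value does not decide whether they changed in the muscle. The size of the differences at 6 and 8 weeks may include liver RNA as well. The liver list mean was 8.01 in cachectic replicate 5 at 6 weeks. At 8 weeks it was 4.89 and 7.17 in cachectic replicates 1 and 2, against at most 4.33 in control mice of either week. The 6-week difference was not tested without replicate 5. At 2 weeks the difference of the acute phase genes was -1.40 (exact permutation p = 0.222), with the widest spread in control mice, 3.73 ± 2.10 (SD, n = 5).

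**Figure D2:**
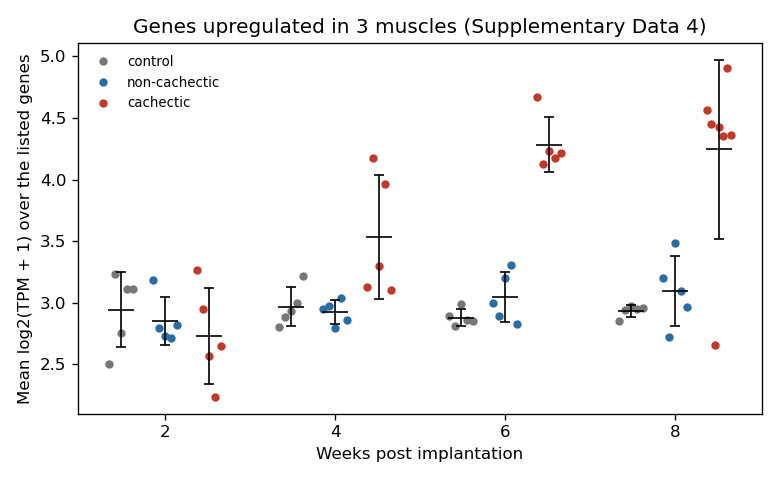
Mean log2(TPM + 1) over the 118 genes that Supplementary Data 4 lists as higher, by weeks post implantation, with 1 point per mouse, a colour per group, and black bars for the mean and SD of each group. At 6 weeks the 5 cachectic mice lie above every other mouse of that week, and at 8 weeks 6 of 7 do, with replicate 3 at 2.65.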

### rFibcd1 partially rescues diaphragm myofiber atrophy induced by a patient-derived melanoma xenograft

On this basis, we next tested whether rFibcd1 impedes diaphragm myofiber atrophy induced by a cachectic melanoma xenograft (MAST360B/SJMEL030083_X2), compared to a control melanoma that does not induce muscle wasting (MAST552A/SJMEL031086_X1).

For these experiments, ∼10^6^ pediatric melanoma xenograft cells were injected subcutaneously in the flank and allowed to grow for ∼7 weeks. To test the efficacy of rFibcd1, 3 intraperitoneal injections (every other day, with 3 mg/kg of rFibcd1 in PBS with 1% BSA) were done in the last week of xenograft growth before euthanasia in half of the mice carrying xenografts whereas the other half received mock injections (PBS with 1% BSA).

By examining the size of myofibers in the diaphragm muscle of these mice, we found that the cachectic melanoma induces significant atrophy, as indicated by the average Feret’s minimal diameter, compared to mice injected with a control non-cachectic melanoma. Importantly, all myofiber types (1, 2a, 2x/2b) were affected, indicating the cachectic factors released by this melanoma have the general capacity to induce wasting (Fig. 6a). However, rFibcd1 injection significantly reduced the atrophy induced by cancer cachexia in type 1 and 2a myofibers, whereas smaller effects were seen for type 2b myofibers (Fig. 6a). Similar results were found by examining the average Feret’s minimal diameter values normalized to control (Fig. 6b). These changes in myofiber size were not due to a variation in the percentage of myofiber types present in the diaphragm (Fig. 6c).

**Fig. 6:**
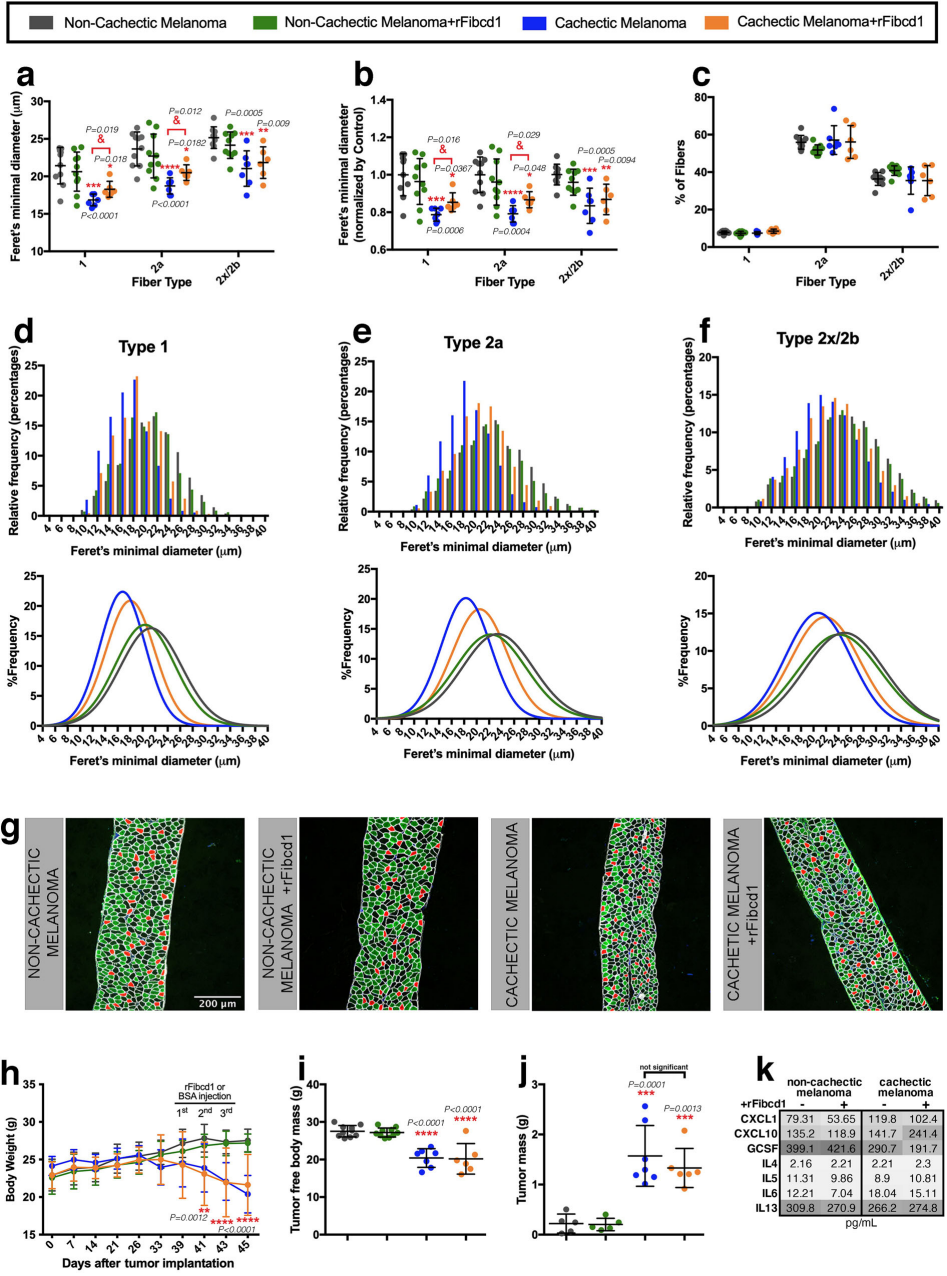
rFibcd1 rescues diaphragm myofiber atrophy induced by a patient-derived melanoma xenograft. **a**–**f** Myofiber size from diaphragms of control mice with a non-cachectic melanoma and treated with mock (*n* = 10) or with rFibcd1 (*n* = 10), and from mice that carry a cachectic melanoma and are treated with mock (*n* = 7) or with rFibcd1 (*n* = 6). Treatment with rFibcd1 consisted of 3 intraperitoneal injections of rFibcd1 (3 mg/Kg) or of the vehicle (1% BSA). **a** Feret’s minimal diameter of type 1, 2a, and 2x/2b myofibers. **b** Feret’s minimal diameter normalized to controls. **c** Percentage of type 1, 2a, and 2x/2b myofibers. In **a**–**c**, mean values ± SD are shown, and were analyzed with two-way ANOVA with Sidak’s multiple comparisons and with two-tailed unpaired t-tests. **d**–**f** Frequency and gaussian distribution of Feret’s minimal diameters for type 1 **d**, type 2a **e**, and type 2x/2b myofibers **f**. **g** Representative micrographs of diaphragm strips immunostained for type 1 (red), type 2a (green), and type 2x/2b myofibers (black). Laminin (white) delineates myofibers, and DAPI (blue) the nuclei. **h**–**i** Body weight and tumor-free body mass progressively decline in response to growth of a cachectic melanoma but not in response to a control non-cachectic melanoma. **h-j**, Intraperitoneal injection of rFibcd1 does not affect the body weight, tumor-free body mass, and the tumor mass, indicating that rFibcd1 does not rescue myofiber atrophy by impacting tumor growth and general body wasting. In **h**–**j** data are mean ± SD; ***P < 0.0001 compared to control non-cachectic melanoma group; ^&^*P* < 0.05 compared to the control cachectic melanoma group. Statistical analysis was done by using two-way ANOVA with Tukey’s multiple comparisons test and two-tailed unpaired *t*-test. See also Supplementary Fig. 5. **k** Heatmap showing the levels of cytokines (pg/mL) from the plasma of mice from the groups described above. Lack of Fibcd1 treatment is indicated by a (−), whereas (+) denotes rFibcd1 administration. Color key indicates low plasma levels (light gray) and high plasma levels (high gray) of cytokines. See also Supplementary Fig. 7. Source data are provided in the Source Data file.

On this basis, we next examined the relative frequencies of myofibers in the diaphragm muscle. Analysis of type 1 (Fig. 6d), type 2a (Fig. 6e), and type 2x/2b (Fig. 6f) revealed that the cachectic melanoma shifts the distribution of myofiber sizes towards lower values compared to a control non-cachectic melanoma (Fig. 6g). However, rFibcd1 partially reinstated myofiber sizes, in particular for type 2a myofibers (Fig. 6a–g). Considering that type 2a myofibers are the most abundant in the diaphragm muscle (~60% of all myofibers, Fig. 6c) and are also abundant (~50%) in the diaphragm in humans^116,117^, these findings suggest that rFibcd1 may provide a significant means for preserving myofiber size in the diaphragm of cancer patients.

Further analyses revealed that the anti-cachectic effects of intraperitoneal injections of rFibcd1 on the diaphragm muscle were not due to a systemic decrease in cancer growth and body wasting but were rather due to local effects on the diaphragm muscle (Fig. 6h–j). Specifically, body weight significantly decreased in mice that carried the MAST360B/SJMEL030083_X2 cachectic melanoma compared to mice injected with the MAST552A/SJMEL031086_X1 non-cachectic melanoma (Fig. 6h). However, body weight equally declined in mice that carried the MAST360B/SJMEL030083_X2 cachectic melanoma and that received either rFibcd1 or mock intraperitoneal injections (Fig. 6h). The same conclusions were reached also via the analysis of the tumor-free body mass (Fig. 6i). Similarly, intraperitoneal injection of rFibcd1 does not significantly impact the weight of the tibialis anterior, a hindlimb muscle (Supplementary Fig. 6). Moreover, intraperitoneal rFibcd1 injection did not impact tumor burden (Fig. 6j). Altogether, these findings indicate that reduction in cancer-induced atrophy of diaphragm myofibers is not due to systemic effects of intraperitoneal injection of rFibcd1 on body wasting and tumor growth. Lastly, circulating inflammatory cytokines were not significantly modulated by rFibcd1 (Fig. 6k and Supplementary Fig. 7), suggesting that the capacity of rFibcd1 to decrease cancer-induced atrophy of diaphragm myofibers primarily results from its action on muscle cells.

### rFibcd1 rescues muscle transcriptional changes induced by cachectic melanomas

Because rFibcd1 rescues myofiber atrophy induced by patient-derived xenografts of cachectic melanomas (Fig. 6), we next examined whether rFibcd1 rescues the muscle transcriptional changes associated with myofiber atrophy in this model. RNA-seq revealed that rFibcd1 regulates the expression of several genes, some of which are modulated also in cachectic versus non-cachectic melanomas. Altogether, as observed for transcriptional changes due to LLC cancers (Fig. 5), treatment with rFibcd1 reduces the magnitude of gene expression changes induced in the diaphragm muscle in response to cachectic versus non-cachectic melanomas (Fig. 7a).

**Fig. 7:**
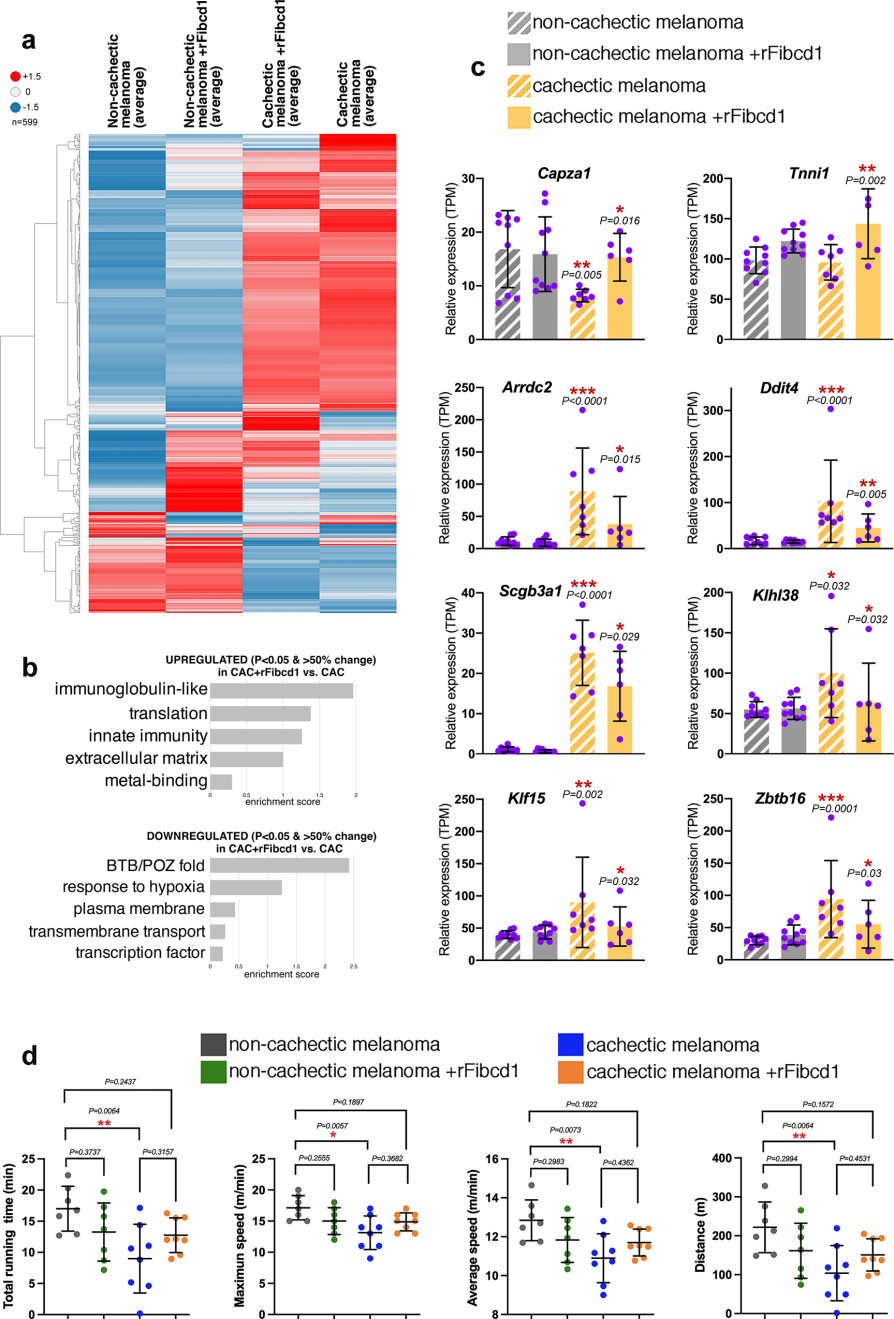
rFibcd1 reduces transcriptional and functional changes induced by cachectic melanomas. **a** Heatmap of 599 genes that are differentially expressed in diaphragm muscles of mice bearing non-cachectic melanomas and either mock-treated (*n* = 9) or treated with rFibcd1 (*n* = 10), and mice that carry a cachectic melanoma and that are either mock-treated (*n* = 7) or treated with rFibcd1 (*n* = 6). rFibcd1 represses some of the gene expression changes that characterize diaphragms from mice implanted with cachectic versus the non-cachectic melanomas. The heatmaps are based on z-scores of group averages from baseline-adjusted log2(TMP) for genes with at least one significant call among the related comparison sets. **b** GO term analysis of genes that are significantly regulated (34 upregulated, 32 downregulated; *P* < 0.05 and 50% change; Supplementary Data 5) in the diaphragm of mice with cachectic melanomas, treated with rFibcd1 versus mock. **c** Expression of genes related to myofiber atrophy from dataset in **b** and Supplementary Data 5. Data are means ± SD. *P* values were determined as reported in the RNA-seq methods and refer to cachectic versus non-cachectic, and to cachectic+rFibcd1 versus cachectic; *P < 0.05, **P < 0.01, ***P < 0.001. The N refers to diaphragm muscles and it is indicated in the legend of **a**. **d** Analysis of motor function in mice with either cachectic or non-cachectic orthotopic melanoma xenografts, and which received 3 i.p. injections of either rFibcd1 or mock (BSA) a week before testing. Melanoma-induced cachexia significantly reduces motor function compared to mice implanted with non-cachectic cancer cells. Comparison of the treadmill capacity of rFibcd1- versus mock-treated cachectic mice shows a trend towards improved treadmill performance in response to rFibcd1 injection but this difference does not reach statistical significance. However, cachectic mice treated with rFibcd1 have a treadmill capacity that is also not statistically different from that of non-cachectic mice. Data are means ± SD, with mice bearing non-cachectic melanomas and either mock-treated (*n* = 7) or treated with rFibcd1 (*n* = 7), and mice bearing cachectic melanomas and either mock-treated (*n* = 8) or treated with rFibcd1 (*n* = 8). *P* values were determined by one-way ANOVA with Tukey’s post hoc test; *P < 0.05 and **P < 0.01. Source data are provided in the Source Data file.

To further examine the impact of rFibcd1 on muscle cachectic changes, we examined the GO term categories that are enriched in genes that are significantly regulated in the muscle of mice with cachectic melanomas but not in the muscle of mice with cachectic melanomas upon rFibcd1 treatment (Fig. 7b and Supplementary Data 5). Examples of genes upregulated by rFibcd1 treatment (Fig. 7c) include *Capza1*, a capping protein necessary for the maintenance of thin filaments in vertebrate skeletal muscle^118^, and troponin *Tnni1*, which may help preserve skeletal muscle contractile functions^119^. Expression of *Arrdc2*, a gene previously implicated in muscle atrophy^120^, increases in response to cachectic melanoma but this is partially prevented by rFibcd1. Likewise, rFibcd1 impedes the cachexia-mediated upregulation of: *Ddit4/REDD1*, a repressor of mTOR signaling and mediator of muscle wasting^121–123^; the secretoglobin *Scgb3a1*, which is induced by cachexia^124^; the skeletal-muscle specific kelch-like protein *Klhl38*, a substrate-specific adapter for cullin E3 ubiquitination implicated in muscle wasting^125,126^; the transcription factor *Klf15*, a direct target of glucocorticoid signaling that like Ddit4/REDD1 inhibits mTOR signaling and induces muscle wasting^123,127,128^; and the transcription factor *Zbtb16*, which is induced in brown adipose tissue and skeletal muscle during thermogenesis^129^, which is stimulated by cachexia^130–132^. Together, these findings indicate that intraperitoneal injection of rFibcd1 can impede some of the transcriptional changes associated with melanoma-induced cachexia (Fig. 7).

Because of its key role in respiration, diaphragm function is an important determinant of overall exercise capacity^133–135^. On this basis, we next used treadmill tests^136,137^ to determine whether i.p. injection of rFibcd1 targeting the diaphragm improves motor function in mice with cachexia. To this purpose, we compared mice with either cachectic or non-cachectic orthotopic melanoma xenografts, and which received 3 i.p. injections of either rFibcd1 or mock (BSA) a week before testing. The total running time, the maximum and average speed, and the total distance run were lower in mice implanted with cachectic versus non-cachectic melanoma xenografts (Fig. 7d). The treadmill capacity of rFibcd1-treated cachectic mice trended towards improvement compared to that of mock-treated cachectic mice but this difference did not reach statistical significance. However, cachectic mice treated with rFibcd1 have a treadmill capacity that is also not statistically different from that of non-cachectic mice (Fig. 7d), presumably because of the capacity of rFibcd1 to attenuate cancer-induced transcriptional changes and myofiber atrophy in the diaphragm (Figs. 6–7).

## Discussion

Over the past decades, many studies have deciphered the signaling mechanisms responsible for skeletal muscle wasting, thereby highlighting several potential therapeutic targets^12,24,138^. However, despite increased understanding of the mechanisms involved and extensive industry efforts, it has proven difficult to develop interventions for muscle atrophy, for which there is an unmet medical need.

A promising avenue for translational applications in this field is provided by myokines, some of which are endogenous regulators of myofiber size^36,40,51–53,57,58^. In this study, we have identified evolutionary-conserved myokines that regulate myofiber size (Fig. 1). In particular, we have studied the mechanism of action and potential therapeutic use of one of them, Fibcd1. Similar to another myokine that preserves myofiber size, Irisin/FNDC5^40,139^, secreted Fibcd1 is generated by the proteolytic cleavage of a transmembrane version (Fig. 2) and is similarly detected in the human plasma (Supplementary Fig. 8). Local injection of recombinant secreted Fibcd1 attenuates myofiber atrophy induced by cancer cachexia in the diaphragm muscle (Figs. 2–8). On this basis, recombinant Fibcd1 (rFibcd1) may be used as a therapeutic agent to impede or to improve recovery from muscle wasting. For example, intraperitoneal injection into the abdominal cavity^140^ may provide an effective administration route for targeting the wasting of the diaphragm, a key muscle which is necessary for respiration and that is located between the abdominal and thoracic cavities. Such intraperitoneal application of rFibcd1 to preserve the size and function of diaphragm myofibers could improve the prognosis of patients with cancer cachexia given that wasting of the diaphragm is a key determinant of mortality in these patients^11,98^.

**Fig. 8:**
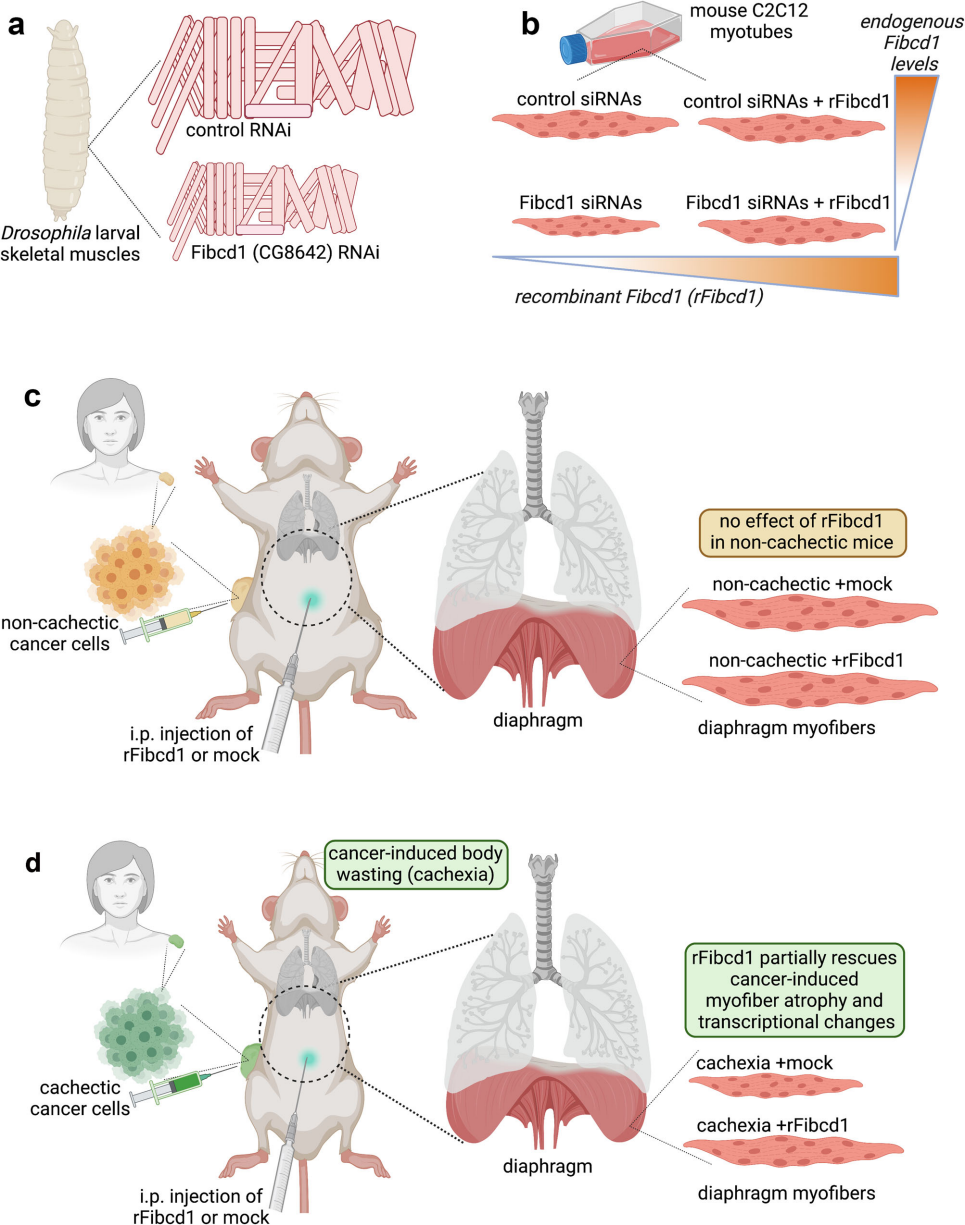
rFibcd1 partially rescues cancer-induced myofiber atrophy and transcriptional changes in the diaphragm muscle of cachectic mice. **a** Fibcd1 (CG8642) was identified in a *Drosophila* RNAi screen as a myokine necessary for skeletal muscle growth. **b** Subsequent testing of mouse Fibcd1 in cultured C2C12 myotubes confirmed that Fibcd1 is necessary for muscle cell growth: siRNAs for Fibcd1 reduced myotube size and this was rescued by administration of recombinant Fibcd1 (rFibcd1). **c**, **d** Mice implanted with different pediatric melanoma xenografts. **c** A first xenograft consists of cancer cells that do not induce body wasting (“non-cachectic”, i.e. cachexia-non-inducing): intraperitoneal (i.p.) injection of rFibcd1 does not impact myofiber size and transcriptional changes in the diaphragm muscle of these mice. **d** Profound (~25%) body weight loss (cachexia) is caused by a different melanoma xenograft (“cachectic”, i.e. cachexia-inducing); cancer-induced myofiber atrophy and gene expression changes in the diaphragm are partially rescued by i.p. injection of rFibcd1. Similar results are also found in a cachexia model caused by subcutaneous injection of LLC cancer cells.

We have found that rFibcd1 preserves myofiber size via ERK signaling (Fig. 2), consistent with previous studies that have demonstrated a key role for ERK in promoting protein synthesis and in maintaining skeletal muscle mass and function in mice^61–64^. Interestingly, another secreted factor (FGF19) has also been previously reported to preserve myofiber size via ERK signaling^58^. However, because ERK also promotes cell proliferation^87^, a possible side effect of rFibcd1 treatments may consist in the promotion of tumor growth. To test this hypothesis, we have examined the response of cancer cells to rFibcd1 and found that rFibcd1 does not induce ERK activity in many cancer cells, different from myotubes (Fig. 3). This selectivity for muscle cells depends at least in part on expression in muscle cells of *Itgα2b* integrin, which is needed for the optimal response to rFibcd1 (Fig. 3), whereas *Itgα2b* is not expressed by many cancers (Supplementary Fig. 4). However, a cancer cell line displayed high *Itgα2b* expression and higher P-Erk levels in response to rFibcd1 (Fig. 3), suggesting that *Itgα2b* and/or alternative receptors may also transduce rFibcd1 signaling in certain cancer cells. Nonetheless, intraperitoneal injections of rFibcd1 did not increase tumor growth in vivo, as estimated in experiments with melanoma and LLC cancers (Figs. 4, 6). Together, these studies suggest that certain cancers may not respond to rFibcd1, and that intraperitoneal rFibcd1 may prove to be a safe therapeutic in such contexts, given its capacity to promote ERK signaling in diaphragm myofibers but not in cancer cells. These findings appear to be of particular interest considering that the cancer cell lines and tumor types here used are highly metastatic to the lungs^89–92^ and that metastatic capacity is strongly associated with the induction of muscle wasting^10,141^. On this basis, rFibcd1-based treatments may benefit cancer patients that develop respiratory dysfunction due to lung metastases and to concurrent cancer-induced wasting of the diaphragm.

Similar to Fibcd1, our findings and previous studies indicate that ERK signaling in muscle cells is necessary to preserve myofiber size in mice. Specifically, ERK signaling is necessary for the maintenance of skeletal muscle mass^63^ and its inhibition prevents IGF-I-induced myofiber hypertrophy^64^. Moreover, ERK has been shown to be necessary to maintain adult myofiber size and their neuromuscular junctions in mice^58,61,62^. Consistently, our screen for myokines that regulate myofiber growth in *Drosophila* (Fig. 1) has found that muscle-restricted interventions that are known to promote ERK signaling induce myofiber hypertrophy (Fig. 1f, g). For example, overexpression of *Pvf1* (homologous to PDGF/VEGF) induces myofiber hypertrophy, whereas overexpression of *argos*, an antagonist of EGF Receptor signaling, induces atrophy (Fig. 1f, g).

In addition to being necessary for the maintenance of myofiber size^58,61,62^, chronic activation of Erk signaling in skeletal muscle was found to induce a switch from fast-twitch to slow-twitch myofibers, which resulted in enhanced metabolic capacity and fatigue resistance of skeletal muscles and reduced the severity of muscular dystrophy in mice^142^. Consistent with these muscle protective functions of Erk signaling, its phosphorylation status (i.e. activity) was found to increase in myofibers upon exercise^143–146^. However, Erk phosphorylation was also reported to increase during cachexia in muscle^147^. Although the significance of this contrasting regulation is unclear, Erk activity might be induced in both conditions in response to cytokine signaling, and act as a compensatory mechanism to cope with the stress and tissue damage that occurs with both exercise^148^ and cachexia^149^. On this basis, Erk induction might contribute to an adaptive response to maintain muscle homeostasis.

This and previous studies reporting a protective role of Erk signaling in preserving myofiber size are in apparent contradiction with other studies that have found that systemic administration of MEK/ERK inhibitors in cachectic mice can cure muscle wasting^150^. However, such anti-wasting effect of MEK/ERK inhibitors seem to stem primarily from inhibition of ERK signaling in cancer cells rather than muscle^105,106^. Specifically, MEK/ERK inhibitors were found to reduce the expression of cachectic cytokines produced by cancer cells^105,106^, independently from reduction in cancer growth, which can also occur in response to administration of MEK/ERK inhibitors^105,106^. In particular, MEK/ERK inhibitors were found to reduce the circulating levels of IL-6^150,151^, which is a cachectic cytokine produced by cancer cells and key for the induction of muscle wasting^114,115^. Therefore, inhibition of ERK signaling in cancer cells likely reduces muscle wasting by reducing cancer growth and/or cachectic cytokine production^114,115,152^.

On the other hand, ERK signaling in skeletal muscle is known to limit myofiber atrophy via the capacity of ERK to phosphorylate and inactivate the atrophy-inducing kinase GSK3β^81,82^, and via ERK-mediated activation of MNK1/2-eIF4E and the consequent promotion of protein synthesis^81,83,84^. Moreover, in addition to general roles of ERK signaling in preserving muscle mass and function^58,61–64^, ERK signaling has been found to promote protein synthesis and preserve the function of the diaphragm^81,153^, indicating that ERK signaling is indeed protective for this key skeletal muscle. Altogether, rFibcd1-mediated promotion of ERK signaling in the diaphragm muscle without concomitant induction of ERK in cancer cells appears as an appropriate strategy to contrast myofiber atrophy.

Interestingly, rFibcd1 also activates ERK in control conditions but this does not lead to myotube hypertrophy. Possibly, there are limitations (independent from Erk signaling) that impede additional growth in normal conditions. In agreement with our findings, previous studies have shown that Erk signaling is primarily needed for the maintenance of myofiber size rather than for the induction of myofiber hypertrophy^58,61–64^.

In addition to modulating ERK signaling (Fig. 3), we have found that rFibcd1 reduces the expression of inflammatory genes (Fig. 4) and myofiber atrophy (Figs. 4 and 6) in the diaphragm skeletal muscle. Consistent with a role of Fibcd1 in reducing tissue inflammation, recent studies have found that gut-specific Fibcd1 overexpression reduces intestinal inflammation^76,154^ and impedes weight loss induced by chemotherapy in mice^154^. Taken together, our study and these recent publications suggest that Fibcd1 reduces tissue inflammation, which is a major driver of cancer-induced muscle wasting^24^. However, paradoxically, high *FIBCD1* expression in cancer cells has been found to correlate with poor prognosis and survival in patients with gastric and liver cancer^155,156^. A possible explanation for this dichotomy is that *FIBCD1* expression by cancer cells impedes local inflammatory responses and hence allows cancer immune escape, which is a key mechanism of cancer progression and metastatic dissemination^157^.

Although many studies have investigated the mechanisms responsible for cachexia in the context of cancer types that are prevalent in adults, relatively little is known on the mechanisms and role of cachexia in pediatric cancer patients^158^. In this study, we have established a model of cancer cachexia induced by a patient-derived orthotopic pediatric melanoma xenograft. We propose that this model may provide a suitable setting for testing therapeutic interventions and to extend the portfolio of tools available for basic science studies on cachexia.

In addition to cancer cachexia, muscle wasting is a common issue that occurs with aging and other common diseases such as diabetes, kidney failure, neuromuscular disorders, and infections^24,159^. In particular, inflammatory conditions such as chronic obstructive pulmonary disease (COPD) and lung infections induce muscle atrophy and are lethal because of the synergistic decline in the function of the lung tissue and wasting of the diaphragm^160,161^, which also occurs during normal aging^162–164^. Therefore, treatment with rFibcd1 may help preserve pulmonary function during aging and in the course of other illnesses that compromise diaphragm function^165^, in conjunction with inspiratory muscle training^19–23^ and yet-to-develop pharmaceutical treatments.

In summary, our study indicates that Fibcd1 may help reinstate myofiber size in the diaphragm muscle (Fig. 8), which is a key muscle impacted by cancer cachexia.

## Methods

### *Drosophila* larval screening and body wall skeletal muscle analysis

Flies were maintained at 25 °C with 60% humidity in tubes containing cornmeal/soy flour/yeast fly food. Fly stocks were obtained from either the Bloomington *Drosophila* Stock Center (BDSC), The National Institute of Genetics Fly Stocks (NIG-Fly), or the Vienna *Drosophila* Resource Center (VDRC) and are listed in Supplementary Data 1 alongside the full results of larval screening for regulators of myofiber size.

To define the list of *Drosophila* stocks for transgenic RNAi and overexpression of evolutionary conserved myokines, the following procedures were used: first, a list of 788 predicted secreted factors (based on the GLAD, Gene List Annotation for *Drosophila*^166^) was filtered to retain only 274 *Drosophila* secreted factors with sufficient homology to humans, i.e. with a score ≥2 as defined by DIOPT^167^; second, the list was further filtered to retain only 111 *Drosophila* secreted factors with sufficient skeletal muscle expression, as defined by RNA-seq FPKM ≥ 4; lastly, the function of these evolutionary-conserved muscle-secreted factors was screened with 508 stocks for RNAi and overexpression.

For the screen, we used similar procedures as we recently used^60,66^. Specifically, virgin *Mef2-Gal4* females (10 flies for each cross) were mated with males (5 flies for each cross) of each RNAi or overexpression stock and transferred to new food tubes every 3 days to avoid overcrowding. Breeders were maintained at 25 °C. The sizes of 3rd instar larvae were assessed qualitatively as either bigger or smaller than control larvae. As secondary validation, skeletal muscles from selected candidates were analyzed by dissecting larvae into filets and by exposing the ventral lateral muscles VL3 and VL4 (each consisting of a single myofiber) from abdominal segments 2-4, which were then fixed for 30 min with 4% EM-grade PFA in PBS without Ca^2+^ and Mg^2+ ^^59^. Following washes, larval body wall muscles (typically from 10 larvae) were stained with DAPI (1:1000) and imaged to detect the endogenous fluorescence of a Mhc-GFP fusion protein. Subsequently, the total area, width, and length of VL3 + VL4 myofibers was quantified with the Zeiss Zen software. All schemes were drawn with Biorender.

### Production of recombinant mouse Fibcd1

The ~38-kDa C-terminal part of mouse Fibcd1 (consisting of 282 amino acids, approximately corresponding to the secreted Fibcd1 fragment retrieved from the cell culture medium, as shown in Fig. 2) was cloned into the pAcGP67-B vector with *BamH*I and *Bgl*II. Expression of the C-terminal part of mouse Fibcd1 was achieved with the Bac-to-Bac Baculovirus Expression System (Invitrogen) and the recombinant protein (rFibcd1) retrieved in PBS (GIBCO, #10010023) with 1% BSA. The identity of purified rFibcd1 was confirmed by mass-spectrometry.

### C2C12 culture, myotube siRNA transfection, and rFibcd1 treatment

C2C12 mouse muscle cells (ATCC, #CRL-1772) were cultured at 37 °C with 5% CO_2_ in DMEM (high glucose DMEM, with Glutamax, GIBCO, #10566016) containing 10% fetal bovine serum (GIBCO, #10437-028), and 1% penicillin/streptomycin (10,000 U/mL, GIBCO, #15140122). C2C12 cells were maintained as myoblasts with media containing 10% fetal bovine serum and switched to 2% horse serum-containing media (GIBCO, #26050070) to induce differentiation into myotubes when near confluence. 4 days after differentiation, myotube-enriched cultures were generated by adding media containing 4 mg/mL of Cytosine b-D-arabinofuranoside (Ara-C, Sigma, #C1768) for a further 2 days at which point the remaining myotubes were transfected with siRNAs. To this purpose, myotubes were transfected with 50 mM siRNAs targeting the specified gene or with control non-targeting (NT) siRNAs, by using a ratio of 2 mL Lipofectamine 2000 (Invitrogen, #11668027) to 50 pmol of siRNA in OptiMEM (GIBCO, #31985062), as previously done^60^. Myotube size was assayed 2 days after transfection. The following ON-TARGET plus siRNA reagents (Dharmacon) were used: mouse Fibcd1 (#L-0581480-01), non-targeting (NT) control (#D-001810-10), Itga2b (#L-046584-01), Wnt9a (#L-0581480-01), Tgfbi (#L-040939-03), Bmp1(#L-057019-01), and Sparc (#L-043364-00).

For concurrent treatment with rFibcd1, myotubes were then treated for 24 h with either serum-free media containing 100 ng/mL rFibcd1 or control serum-free media (containing the same amount of BSA as the medium with rFibcd1). Myotubes were then fixed and stained for myosin heavy chain (MF20 clone, eBioscience, #14-6503-82; used at 1:150) and myotube diameters analyzed by ImageJ, as explained in detail below. For the analysis of myoblast fusion shown in Supplementary Fig. 2, siRNAs were transfected into myoblasts following the procedures explained above.

### Nutrient-starvation experiments

For nutrient starvation experiments, C2C12 myotubes were transfected as indicated above with Fibcd1 or NT siRNAs. After 48 h, the normal cell culture medium (10% FBS in DMEM-high glucose) was replaced with culture medium diluted 1:10 in Dulbecco’s PBS for 8 h and 24h^168^.

### Pharmacological inhibition of ERK

C2C12 myotubes were transfected individually with Fibcd1 siRNA or NT siRNA for 48 h, as explained in detail above. The cells were incubated in serum-free media overnight and they were then treated at the same time with either control serum-free media or serum-free media containing rFibcd1 at 100 ng/mL, and/or Pyrazolylpyrrole (pharmacological inhibitor of ERK; Santa Cruz, CAS#933786-58-4)^35,85,86^ at 2.5 ng/mL, for further 24 h. Cells were then fixed and stained with anti-Myosin Heavy Chain antibodies (MF20 clone, eBioscience, #14-6503-82; used at 1:150) and myotube size determined with ImageJ.

### C2C12 myotube size analysis

To determine the myotube size, cultures of differentiated C2C12 myotubes were fixed by adding an equal volume of 4% PFA (paraformaldehyde, Electron Microscopy Sciences, #15710) to the medium for 10 min. Cells were then washed with PBS and blocked for 1 h in blocking buffer containing PBS with 0.1% Triton X-100 and 2% BSA, and then incubated with anti-myosin heavy chain antibodies (MF20 clone, eBioscience, #14-6503-82; used at 1:150) overnight at 4 °C. The cells were then stained with a fluorophore-conjugated anti-mouse secondary antibody to detect myosin heavy chain and with DAPI (Roche, #10236276001; 1:1000) to visualize the myotube area and the nuclei respectively. The size of myotubes was measured by taking the average width value across a myotube at three separate points along it. Typically, ~100 myotubes were measured for each group, as previously done^60^.

### Induction of myotube atrophy via cachectic cytokines

For the induction of myotube atrophy via cachectic cytokines, C2C12 myotubes were incubated in serum-free media for 6 h and then cachectic cytokines and rFibcd1 were added at the same time for a further 2 days. The cytokines used were IL-6 (recombinant mouse IL-6, R&D Systems, #406-ML-025) at 20 ng/mL^80^, TNFα (recombinant mouse TNFα, R&D Systems, #410-ML-025) at 100 ng/mL^79^, and LIF (recombinant mouse LIF, R&D Systems, #8878-lf-025) at 20 ng/mL^78^. Recombinant Fibcd1 (rFibcd1) was added to serum-free media at 10 ng/mL and 100 ng/mL, as indicated.

### Culture of cancer cells

Cancer cells tested in Fig. 3 and Supplementary Fig. 3b are the following: the mouse B16F0 and B16F10 melanoma cells^169^ (ATCC #CRL-6322 and #CRL-6475); the human MDA-MB-231 breast cancer cells^170^ (ATCC #CRM-HTB-26); the mouse Ep5^171^, Ep5ExTu^171^ (Labelle lab collection), E0771^172^ (CH3 BioSystems #94A001), 67NR^173^ (F. Miller lab collection, Karmanos Cancer Institute), and 4T1^64,65^ (ATCC #CRL-2539) breast cancer cells; the human LS180 colorectal adenocarcinoma cells^174^ (ATCC #CL-187); the mouse MC38 colorectal adenocarcinoma cells^175^ (D. Vignali lab collection, University of Pittsburgh); the human U-2OS-Luc/YFP^176^, 143B-Luc/YFP^177^, and Saos-2^92,178^ osteosarcoma cells (ATCC #HTB-96, #CRL-8303, and #HTB-85); and the mouse Lewis lung carcinoma cells (LLC)^89^ (ATCC, #CRL-1642).

The following culture media were used: RPMI-1640 (ATCC, #30-2001) for B16F0, B16F10, 67NR, and E0771; DMEM (ATCC, #30-2002) for MDA-MB-231, Ep5, Ep5ExTu, LS180, MC38, and LLC; EMEM (ATCC, #30-2003) for 143B-Luc/YFP; and McCoy’s 5 A (ATCC, #30-2007) for U-2OS-Luc/YFP, 143B-Luc/YFP, and Saos-2. All culture media included 10% FCS (ATCC, #30-2020) with 1% penicillin/streptomycin (GIBCO, #15140122) apart for Saos-2 cells, which were cultured in 15% FCS, and for E0771 cells, which were cultured with 10% iron-supplemented FCS (GE Healthcare, HyClone, #SH30072.04HI). All cells were cultured at 37 °C with 5% CO_2_.

All cell lines were screened regularly to ensure the absence of mycoplasma (universal mycoplasma detection kit, ATCC #30-1012 K) and authenticated based on their morphology and behavior. Human cell lines were also authenticated via STR (short tandem repeat) profiling.

### Treatment of cancer cells with rFibcd1

Cancer cells were incubated in serum-free media overnight and they were then treated with rFibcd1 at 10 ng/mL and 100 ng/mL for 30 and 120 min when they were ~50% confluent. The cell lysate was then collected with NP40 buffer and used for western blotting.

### HEK293 cell culture and transfection

Human embryonic kidney cells (HEK293T cells; ATCC, #CRL-3216) were cultured at 37 °C with 5% CO_2_ in DMEM (high glucose DMEM, with Glutamax, GIBCO, #10566016) containing 10% fetal bovine serum (GIBCO, #10437-028), and penicillin/streptomycin (10,000 U/mL, GIBCO, #15140122). HEK293 cells were transfected with either empty vector (EV) or vector containing C-terminal FLAG tagged full length (FL) or short (SH) Fibcd1. 2 days after transfection, growth media was replaced with serum-free media for an additional 24 h. The media was then collected alongside the cell lysate using NP40 buffer and the samples run on SDS-PAGE and analyzed by western blot with anti-FLAG antibodies (Sigma clone M2, #A2220).

### Western blotting

For cell culture experiments, the cells were homogenized in 100 μL of NP40 cell lysis buffer (Invitrogen, #FNN0021). Subsequently, the cell samples were sonicated for 10 sec at 30% of frequency, and the protein extracts were quantified by using Bradford assay (Bio-Rad Protein assay dye reagent concentrate, #5000006). Protein samples were prepared by addition of SDS-Blue loading buffer (Cell Signaling, #7722) and DTT (dithiothreitol; to a final concentration of 0.1 M, Cell Signaling, CST#1425 S) and heating at 95 °C for 5 min. Samples were then run on 4-20% gradient SDS-PAGE gels (Mini-PROTEAN TGX Pre-cast gels, Bio-Rad, 4561096) alongside a molecular weight ladder (Precision Plus protein standard, Bio-Rad, #1610374) and transferred to PVDF membranes (Immobilon-P PVDF membrane, Millipore, #IPVH00010), which were blocked with either 5% milk powder or 5% BSA (according to manufacturer’s instructions) for 1 h.

Subsequently, the membranes were incubated overnight at 4 °C with the following primary antibodies (all used at 1:1000): mouse anti-phospho-p44/42 MAPK (Erk1/2; Thr202/Tyr204) (Cell Signaling, #9106), rabbit anti-phospho-p38 MAPK (Thr180/Tyr182) (Cell Signaling, #4511), rabbit anti-phospho-Smad2 (Ser465/467) (Cell Signaling, #8828), rabbit anti-phospho-Akt (Ser473; D9E) (Cell Signaling, #4060 S), rabbit anti-phospho-SAPK/JNK (Thr183/Tyr185; 81E11) (Cell Signaling, #4668 S), rabbit anti-α-Tubulin (11H10) (Cell Signaling, #2125), rabbit anti-SQSTM1/p62 (Cell Signaling, #5114), and mouse anti-Flag (M2) (Sigma, #F3165). After washing, the appropriate HRP-conjugated secondary antibodies (Cell Signaling #7074, #7076; used at 1:2000) were incubated at 4 °C for 2 h, washed again, and then probed with ECL reagents (Amersham ECL Western Blotting Detection Reagents, #RPN2209) to detect the protein of interest. Ponceau S (Sigma, #P7170) staining was also used to confirm even loading of protein samples. The Source Data file reports the full scan of all blots.

### qRT-PCR

qRT-PCR was performed as previously described^35^. Total RNA from C2C12 myotubes was extracted by using Trizol (Ambion, #15596018). 500 ng of RNA was used for reverse transcription with the iScript cDNA synthesis kit (Bio-Rad, #1708840). qRT-PCR was done by using the IQ Sybr Green supermix (Bio-Rad, #170-8885) and the oligonucleotides reported in Supplementary Data 3. *Ppia* was used for normalization.

### Mouse husbandry

All mice were housed in the Animal Resource Center at St. Jude Children’s Research Hospital and handled in accordance with a protocol (#563) approved by the St. Jude Children’s Research Hospital Institutional Animal Care and Use Committee (IACUC). Additional accreditation of the Animal Resource Center at St. Jude Children’s Research Hospital was provided by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC). Mice were housed in a ventilated rodent-housing system with a controlled temperature (22-23 °C), 40% humidity, 12-hour light/dark cycle, and given free access to food and water. Humane endpoints were not exceeded in any experiment.

### Mice that carry LLC (Lewis Lung Cancer) tumors

Male C57BL/6 J (The Jackson Laboratory, JAX#000664) mice were utilized at 4 months of age. 1×10^6^ LLC cells were each injected into the right and left flank^60,96,97^ and tumors were allowed to grow up to ~3 weeks. Treatment with rFibcd1 began at day 16 after LLC tumor cell implantation. Specifically, mice were treated with three injections of recombinant Fibcd1 (rFibcd1) administrated intraperitoneally at 1 mg/kg of body weight or with 1%BSA in PBS on every other day for a week, at which time tumor-bearing mice were euthanized. Supplementary Fig. 9 reports a flow chart of the experimental design.

### Melanoma xenograft-bearing mice

Female 2-month-old NCI Ath/nude mice were purchased from Charles River Laboratory. MAST360B/SJMEL030083_X2 and MAST552A/SJMEL031086_X1 cells were patient-derived melanoma cancer xenografts from the Childhood Solid Tumor Network collection at St. Jude Children’s Research Hospital^111–115^. 1.5×10^6^ cells of each tumor stock were inoculated into the flank of nude mice. Treatment with rFibcd1 began at day 39 after implantation of MAST360B/SJMEL030083_X2 (“cachectic”, i.e. cachexia-inducing melanoma) and MAST552A/ SJMEL031086_X1 (“non-cachectic”, i.e. cachexia-non-inducing melanoma). Mice were treated with three injections of recombinant Fibcd1 (rFibcd1) or with 1%BSA in PBS administrated intraperitoneally at 3 mg/kg of body weight on every other day for a week, after which tumor-bearing mice were euthanized. Supplementary Fig. 10 reports a flow chart of the experimental design.

### Tissue collection

For tissue collection, mice were euthanized and the diaphragm muscle was dissected and isolated from tendons. Only the skeletal muscle portion of the dissected tissue was used for further analyses. Half of diaphragm muscle was frozen in liquid nitrogen-cooled isopentane (Sigma-Aldrich, #277258) and mounted for cryosectioning at a thickness of 10 µm whereas the other half was snap-frozen and stored at -80 °C until RNA extraction. The tumors were removed and weighed alongside.

### Analysis of myofiber type, size, and number

Myofiber type analysis was done as previously described^179,180^. Unfixed slides holding the sections were incubated with blocking buffer (PBS with 2% BSA and 0.1% Triton-X100) for 1 h before incubation with primary antibodies (used at 1:150) overnight at 4 °C. The primary antibodies used were mouse IgG2b anti-myosin heavy chain type I (DSHB, #BA-F8), mouse IgG1 anti-myosin heavy chain type IIA (DSHB, #SC-71), and rat anti-laminin α2 (4H8-2; Santa Cruz, #sc-59854). The sections were then washed and incubated with secondary antibodies (1:200) which were anti-mouse IgM Alexa 555 (Life Technologies, A21426), anti-mouse IgG1 Alexa488 (Life Technologies, #A21121), and anti-rat IgG Alexa647 (Life Technologies, #A21247). Diaphragm sections were imaged on a Nikon C2 confocal microscope with a 10x objective and the myofiber types and sizes were analyzed in an automated manner with the Nikon Elements software by using the inverse threshold of laminin α2 immunostaining to determine myofiber boundaries. The myosin heavy chain staining was used to classify type I (red), type IIA (green), and presumed type IIX/IIB myofibers (black, i.e. that were not stained for MHC I or IIA). After myofibers were classified by type, myofiber size was estimated in an automated manner by the Nikon Elements software via the Feret’s minimal diameter, a geometrical parameter for the analysis of unevenly shaped or cut objects^179^. For the quantification of the number of myofibers, all fibers in the diaphragm cross-sections were counted based on the myofiber borders identified by laminin α2 immunostaining.

### Analysis of motor function with the treadmill

Mice were introduced onto the treadmill belt for acclimatization before the actual test (motor speed set to zero, for 5 min). Subsequently, the motor speed was set to 9 m/min in a flat position, and the speed was increased by 1 m/min every 2 min until the tested mouse was exhausted. Exhaustion was defined as the inability of the animal to run on the treadmill for 10 s. Instead of a shock stimulus, mice were prompted to run by using a tongue depressor, as previously done^136,137,181^. Running time and maximum speed were measured, whereas total running distance and average speed were calculated. Throughout this protocol, mice were assessed by an investigator blinded to the experimental conditions of the mice examined. No mice were excluded from the analysis.

### RNA-seq

Diaphragm muscles were homogenized in Trizol and RNA extracted by isopropanol precipitation from the aqueous phase. RNA sequencing libraries for each sample were prepared with 1 μg total RNA by using the Illumina TruSeq RNA Sample Prep v2 Kit per the manufacturer’s instructions, and sequencing was completed on the Illumina NovaSeq 6000. The 100-bp paired-end reads were trimmed, filtered against quality (Phred-like Q20 or greater) and length (50-bp or longer), and aligned to a mouse reference sequence GRCm38 (UCSC mm10) by using CLC Genomics Workbench v12.0.1 (Qiagen). For gene expression comparisons, we obtained the TPM (transcript per million) counts from the RNA-Seq Analysis tool. The differential gene expression analysis was performed by using the non-parametric ANOVA using the Kruskal-Wallis and Dunn’s tests on log-transformed TPM values between biological replicates of experimental groups, implemented in Partek Genomics Suite v7.0 software (Partek Inc.).

The average TPM counts from each experimental group for significant genes (defined as indicated in the corresponding figure legends) were further clustered in a heatmap using z-score normalization and similarity measure by correlation. Specifically, for the heatmap in Fig. 4, the cutoff for significance is *p* < 0.05 and log2R > 0.585 (50% change) between these sets, and genes with significant call for at least one of the comparisons were included in the heatmap. 

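The comparisons counted for Fig. 5q are not named in the paper's text. The 12 pairwise comparisons of groups within a time point were each counted by limma at p under 0.01 and a log2 fold change over 1 in either direction. In cachectic versus control mice, 547, 38, 231 and 411 genes passed at 2, 4, 6 and 8 weeks. In cachectic versus non-cachectic mice, 33, 42, 249 and 355 genes passed, and in non-cachectic versus control mice 476, 2, 0 and 3. Of the genes that passed in any of the cachectic comparisons, 405 passed in 2 or more. When non-cachectic versus control mice took the place of cachectic versus non-cachectic mice among the 8 comparisons, 1096 genes passed. With the log2 ratio of mean TPM in place of the mean of log2(TPM + 1), 1601 genes passed. With Dunn's test and the ratio of mean TPM together, 810 genes passed.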

The heatmaps in Fig. 5 includes all genes with significance in at least one of eight comparisons, with cutoffs of significance at p < 0.01 and log2R > 1. The heatmap in Supplementary Fig. 5 was generated following the same criteria as for Fig. 5. For the heatmap in Fig. 7, the cutoff of significance was set at p < 0.05 with log2R > 1 (one-fold change) for the comparison of CAC versus NCAC, and p < 0.05 with log2R > 0.585 (50% change) for the comparison of rFibcd1 versus mock treatment.

The RNA-seq data discussed in this publication has been deposited in the NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession numbers GSE156815, GSE158581, and GSE183833.

### Measurement of cytokine levels in the plasma of experimental mice

The plasma cytokine levels were measured by using the Milliplex Map mouse cytokine assay kit (Millipore, #MCYTOMAG-70K) as previously done^182,183^. In total 600 μL of blood was collected from the abdominal aorta of mice that carry melanoma xenografts by using 100 μL of 50 mM EDTA as an anti-coagulant and centrifuged for 20 min at 1,000 g. All reagents were brought to room temperature before use. Wash buffer, assay buffer, serum matrix, standard 6, quality controls 1 and 2, premixed beads, detection antibodies, and streptavidin-PE were prepared as recommended by the manufacturer. Plasma samples were diluted 1:4 by using the assay buffer. To create a homogeneous mixture, the premixed beads bottle was sonicated in water bath for 30 s and then vortexed for 1 min before use. For pre-wetting, 200 μL assay buffer was pipetted into each well, the plate was covered with sealer and then shaken at 70 *g* for 10 min. The fluid was removed by tapping the plate on a paper towel and by centrifuging it briefly at 1,200 *g* lying top down on a paper sheet in the centrifuge. A total of 25 μL of standards 1–6 and quality controls 1 and 2 were pipetted in duplicate into the appropriate wells and 25 μL of serum matrix was added. Next, 25 μL of diluted plasma samples and 25 μL of assay buffer was pipetted into the appropriate wells. Finally, the magnetic premixed beads were vortexed for 1 min and 25 μL was pipetted into each well. The plate was sealed, covered with aluminum foil and then shaken at 70 *g* for 16 h at 4 °C. After overnight incubation, the magnetic bead plates were washed 2 times by using assay buffer, as recommended by the manufacturer. Then, 25 μL of detection antibodies were added into each well, the plate was sealed and covered with aluminum foil and shaken at 70 *g* for 1 h. After that, 25 μL of streptavidin-phycoerythrin was added to each well containing the 25 μL of detection antibodies. The plate was again sealed, covered with foil and incubated with agitation for 30 min at room temperature. Subsequently, the plate was washed 2 times again. In 150 μL of assay buffer were added to all wells and shaken for 5 min to resuspend the beads. Lastly, the plate was read on a Luminex^®^ 200^TM^ apparatus. The analysis was done by the Luminex software by using the spline curve-fitting method for calculating cytokine/chemokines concentrations in samples.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

## Data Availability

The RNA-seq data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus and are publicly accessible through GEO Series accession numbers GSE156815, GSE158581, and GSE183833. Additional primary data are available in Supplementary Data 1–5 and in the Source Data File. Publicly-available datasets that have been interrogated in this study are the following and were used to retrieve RNA-seq data from pediatric cancers (ProteinPaint; https://proteinpaint.stjude.org/) and adult cancers (FireBrowse; http://firebrowse.org/viewGene.html?gene=ITGA2B), and for assessing circulating levels of Fibcd1 (Aging Plasma Proteome dataset; https://twc-stanford.shinyapps.io/aging_plasma_proteome/). **Statistics and Reproducibility**. Data organization, scientific graphing and statistical analyses were performed with Microsoft Excel (version 14.7.3) and GraphPad Prism (version 6). The unpaired two-tailed Student’s *t*-test was used to compare the means of two independent groups to each other. One-way and two-way ANOVA with post hoc testing were used for multiple comparisons of more than two groups of normally distributed data. The “n” for each experiment can be found in the figure legends and represents independently generated samples for all experiments, including myotubes and cell culture samples for in vitro assays, and individual animals or tissues sourced from independent animals for in vivo experiments. Bar graphs present the mean ± SD. Throughout the figures, asterisks and ampersand symbols indicate the significance of *P* values: **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001. A significant result was defined as *P* < 0.05. Representative micrographs are derived from the analysis of multiple muscles (>5) and cell culture results typically obtained from 2-3 experiments.

## Source data

Source Data File

## References

[1] Fearon K (2011). Definition and classification of cancer cachexia: an international consensus. Lancet Oncol..

[2] Lu F (2019). Comparison of cachectic and non-cachectic sarcoma patients reveals an important role of Notch signaling in metastasis and myogenesis. Am. J. Cancer Res.

[3] Schmidt SF, Rohm M, Herzig S, Berriel Diaz M (2018). Cancer cachexia: more than skeletal muscle wasting. Trends Cancer.

[4] Argiles JM, Busquets S, Stemmler B, Lopez-Soriano FJ (2014). Cancer cachexia: understanding the molecular basis. Nat. Rev. Cancer.

[5] Baracos VE, Martin L, Korc M, Guttridge DC, Fearon KCH (2018). Cancer-associated cachexia. Nat. Rev. Dis. Prim..

[6] Fearon KC, Glass DJ, Guttridge DC (2012). Cancer cachexia: mediators, signaling, and metabolic pathways. Cell Metab..

[7] Winbanks CE (2016). Smad7 gene delivery prevents muscle wasting associated with cancer cachexia in mice. Sci. Transl. Med.

[8] Johnston AJ (2015). Targeting of Fn14 prevents cancer-induced cachexia and prolongs survival. Cell.

[9] Zhou X (2010). Reversal of cancer cachexia and muscle wasting by ActRIIB antagonism leads to prolonged survival. Cell.

[10] Wang G (2018). Metastatic cancers promote cachexia through ZIP14 upregulation in skeletal muscle. Nat. Med.

[11] Roberts BM (2013). Diaphragm and ventilatory dysfunction during cancer cachexia. FASEB J..

[12] Piccirillo R, Demontis F, Perrimon N, Goldberg AL (2014). Mechanisms of muscle growth and atrophy in mammals and Drosophila. Dev. Dyn..

[13] Tisdale MJ (2010). Reversing cachexia. Cell.

[14] Kurk S (2019). Skeletal muscle mass loss and dose-limiting toxicities in metastatic colorectal cancer patients. J. Cachexia Sarcopenia Muscle.

[15] Florea VG (2002). The cardiac component of cardiac cachexia. Am. Heart J..

[16] Florea VG (2004). Wasting of the left ventricle in patients with cardiac cachexia: a cardiovascular magnetic resonance study. Int J. Cardiol..

[17] Greising SM, Ottenheijm CAC, O’Halloran KD, Barreiro E (2018). Diaphragm plasticity in aging and disease: therapies for muscle weakness go from strength to strength. J. Appl Physiol. (1985).

[18] Salazar-Degracia A (2016). Phenotypic and metabolic features of mouse diaphragm and gastrocnemius muscles in chronic lung carcinogenesis: influence of underlying emphysema. J. Transl. Med..

[19] Beaumont M, Forget P, Couturaud F, Reychler G (2018). Effects of inspiratory muscle training in COPD patients: a systematic review and meta-analysis. Clin. Respir. J..

[20] Dres M, Goligher EC, Heunks LMA, Brochard LJ (2017). Critical illness-associated diaphragm weakness. Intensive Care Med..

[21] Eidenberger M, Nowotny S (2014). Inspiratory muscle training in patients with amyotrophic lateral sclerosis: a systematic review. NeuroRehabilitation.

[22] Palermo AE, Cahalin LP, Nash MS (2020). A case for inspiratory muscle training in SCI: potential role as a preventative tool in infectious respiratory diseases like COVID-19. Spinal Cord. Ser. Cases.

[23] Wang LY (2019). Inspiratory muscle training attenuates irradiation-induced diaphragm dysfunction. Am. J. Transl. Res..

[24] Bonaldo P, Sandri M (2013). Cellular and molecular mechanisms of muscle atrophy. Dis. Models Mechanisms.

[25] Tsoli M, Robertson G (2013). Cancer cachexia: malignant inflammation, tumorkines, and metabolic mayhem. Trends Endocrinol. Metab.: TEM.

[26] Argiles JM, Stemmler B, Lopez-Soriano FJ, Busquets S (2018). Inter-tissue communication in cancer cachexia. Nat. Rev. Endocrinol..

[27] De Lerma Barbaro A (2015). The complex liaison between cachexia and tumor burden (Review). Oncol. Rep..

[28] Robert F (2012). Targeting protein synthesis in a Myc/mTOR-driven model of anorexia-cachexia syndrome delays its onset and prolongs survival. Cancer Res.

[29] Pillon NJ, Bilan PJ, Fink LN, Klip A (2013). Cross-talk between skeletal muscle and immune cells: muscle-derived mediators and metabolic implications. Am. J. Physiol. Endocrinol. Metab..

[30] VanderVeen BN, Murphy EA, Carson JA (2020). The impact of immune cells on the skeletal muscle microenvironment during cancer cachexia. Front Physiol..

[31] Douglas E, McMillan DC (2014). Towards a simple objective framework for the investigation and treatment of cancer cachexia: the Glasgow Prognostic Score. Cancer Treat. Rev..

[32] Deshmukh AS, Cox J, Jensen LJ, Meissner F, Mann M (2015). Secretome analysis of lipid-induced insulin resistance in skeletal muscle cells by a combined experimental and bioinformatics workflow. J. Proteome Res..

[33] Safdar A., Tarnopolsky M. A. Exosomes as mediators of the systemic adaptations to endurance exercise. *Cold Spring Harb Perspect Med***8**, (2018).10.1101/cshperspect.a029827PMC583090228490541

[34] Pedersen BK, Febbraio MA (2012). Muscles, exercise and obesity: skeletal muscle as a secretory organ. Nat. Rev. Endocrinol..

[35] Hunt LC (2015). The glucose-sensing transcription factor MLX promotes myogenesis via myokine signaling. Genes Dev..

[36] Rai M, Demontis F (2016). Systemic nutrient and stress signaling via myokines and myometabolites. Annu Rev. Physiol..

[37] Argiles JM, Orpi M, Busquets S, Lopez-Soriano FJ (2012). Myostatin: more than just a regulator of muscle mass. Drug Disco. Today.

[38] Lee SJ (2004). Regulation of muscle mass by myostatin. Annu Rev. Cell Dev. Biol..

[39] Whittemore LA (2003). Inhibition of myostatin in adult mice increases skeletal muscle mass and strength. Biochem Biophys. Res Commun..

[40] Reza MM (2017). Irisin is a pro-myogenic factor that induces skeletal muscle hypertrophy and rescues denervation-induced atrophy. Nat. Commun..

[41] Kanzleiter T (2014). The myokine decorin is regulated by contraction and involved in muscle hypertrophy. Biochem. Biophys. Res. Commun..

[42] Broholm C (2011). LIF is a contraction-induced myokine stimulating human myocyte proliferation. J. Appl. Physiol..

[43] Gonzalez-Franquesa A., et al. Discovery of thymosin beta-4 as a human exerkine and growth factor. *Am. J. Physiol. Cell Physiol.*, (2021).10.1152/ajpcell.00263.202134495765

[44] Guerci A (2012). Srf-dependent paracrine signals produced by myofibers control satellite cell-mediated skeletal muscle hypertrophy. Cell Metab..

[45] Horsley V, Pavlath GK (2003). Prostaglandin F2(alpha) stimulates growth of skeletal muscle cells via an NFATC2-dependent pathway. J. cell Biol..

[46] Mu X, Urso ML, Murray K, Fu F, Li Y (2010). Relaxin regulates MMP expression and promotes satellite cell mobilization during muscle healing in both young and aged mice. Am. J. Pathol..

[47] Serrano AL, Baeza-Raja B, Perdiguero E, Jardi M, Munoz-Canoves P (2008). Interleukin-6 is an essential regulator of satellite cell-mediated skeletal muscle hypertrophy. Cell Metab..

[48] Umemoto T, Furutani Y, Murakami M, Matsui T, Funaba M (2011). Endogenous Bmp4 in myoblasts is required for myotube formation in C2C12 cells. Biochimica et. biophysica acta.

[49] Zeng L (2010). Insulin-like 6 is induced by muscle injury and functions as a regenerative factor. J. Biol. Chem..

[50] Piccirillo R (2019). Exercise-Induced Myokines With Therapeutic Potential for Muscle Wasting. Front Physiol..

[51] Re Cecconi A. D., et al. Musclin, A Myokine induced by aerobic exercise, retards muscle atrophy during cancer cachexia in mice. *Cancers (Basel)***11**, (2019).10.3390/cancers11101541PMC682643631614775

[52] Vinel C (2018). The exerkine apelin reverses age-associated sarcopenia. Nat. Med..

[53] Lee JH, Jun HS (2019). Role of myokines in regulating skeletal muscle mass and function. Front Physiol..

[54] Manole E, Ceafalan LC, Popescu BO, Dumitru C, Bastian AE (2018). Myokines as Possible Therapeutic Targets in Cancer Cachexia. J. Immunol. Res.

[55] Murphy KT (2010). Antibody-directed myostatin inhibition enhances muscle mass and function in tumor-bearing mice. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[56] Smith RC, Lin BK (2013). Myostatin inhibitors as therapies for muscle wasting associated with cancer and other disorders. Curr. Opin. supportive Palliat. care.

[57] Suriben R (2020). Antibody-mediated inhibition of GDF15-GFRAL activity reverses cancer cachexia in mice. Nat. Med..

[58] Benoit B (2017). Fibroblast growth factor 19 regulates skeletal muscle mass and ameliorates muscle wasting in mice. Nat. Med..

[59] Demontis F, Perrimon N (2009). Integration of Insulin receptor/Foxo signaling and dMyc activity during muscle growth regulates body size in Drosophila. Development.

[60] Hunt LC (2019). A Key Role for the Ubiquitin Ligase UBR4 in Myofiber Hypertrophy in Drosophila and Mice. Cell Rep..

[61] Seaberg B (2015). Muscle-derived extracellular signal-regulated kinases 1 and 2 are required for the maintenance of adult myofibers and their neuromuscular junctions. Mol. Cell Biol..

[62] Murgia M (2000). Ras is involved in nerve-activity-dependent regulation of muscle genes. Nat. Cell Biol..

[63] Shi H (2009). Mitogen-activated protein kinase signaling is necessary for the maintenance of skeletal muscle mass. Am. J. Physiol. Cell Physiol..

[64] Haddad F, Adams GR (2004). Inhibition of MAP/ERK kinase prevents IGF-I-induced hypertrophy in rat muscles. J. Appl Physiol. (1985).

[65] Norheim F (2011). Proteomic identification of secreted proteins from human skeletal muscle cells and expression in response to strength training. Am. J. Physiol. Endocrinol. Metab..

[66] Graca FA (2021). A large-scale transgenic RNAi screen identifies transcription factors that modulate myofiber size in Drosophila. PLoS Genet..

[67] Brand AH, Perrimon N (1993). Targeted gene expression as a means of altering cell fates and generating dominant phenotypes. Development.

[68] Ranganayakulu G (1995). A series of mutations in the D-MEF2 transcription factor reveal multiple functions in larval and adult myogenesis in Drosophila. Developmental Biol..

[69] McPherron AC, Lawler AM, Lee SJ (1997). Regulation of skeletal muscle mass in mice by a new TGF-beta superfamily member. Nature.

[70] Nakamura K, Nakano S, Miyoshi T, Yamanouchi K, Nishihara M (2013). Loss of SPARC in mouse skeletal muscle causes myofiber atrophy. Muscle Nerve.

[71] Sartori R (2013). BMP signaling controls muscle mass. Nat. Genet.

[72] Hayashi S, Kondo T (2018). Development and function of the Drosophila tracheal system. Genetics.

[73] Demontis F, Patel VK, Swindell WR, Perrimon N (2014). Intertissue control of the nucleolus via a myokine-dependent longevity pathway. Cell Rep..

[74] Labelle-Dumais C (2019). COL4A1 Mutations Cause Neuromuscular Disease with Tissue-Specific Mechanistic Heterogeneity. Am. J. Hum. Genet..

[75] Kim HR, Ingham PW (2009). The extracellular matrix protein TGFBI promotes myofibril bundling and muscle fibre growth in the zebrafish embryo. Developmental Dyn.: Off. Publ. Am. Assoc. Anatomists.

[76] Moeller JB (2019). Modulation of the fungal mycobiome is regulated by the chitin-binding receptor FIBCD1. J. Exp. Med.

[77] Schlosser A (2009). Characterization of FIBCD1 as an acetyl group-binding receptor that binds chitin. J. Immunol..

[78] Kandarian SC (2018). Tumour-derived leukaemia inhibitory factor is a major driver of cancer cachexia and morbidity in C26 tumour-bearing mice. J. Cachexia Sarcopenia Muscle.

[79] Wang DT (2014). Resveratrol prevents TNF-alpha-induced muscle atrophy via regulation of Akt/mTOR/FoxO1 signaling in C2C12 myotubes. Int Immunopharmacol..

[80] Yamaki T (2012). Rel A/p65 is required for cytokine-induced myotube atrophy. Am. J. Physiol. Cell Physiol..

[81] Argadine HM, Mantilla CB, Zhan WZ, Sieck GC (2011). Intracellular signaling pathways regulating net protein balance following diaphragm muscle denervation. Am. J. Physiol. Cell Physiol..

[82] Saito Y, Vandenheede JR, Cohen P (1994). The mechanism by which epidermal growth factor inhibits glycogen synthase kinase 3 in A431 cells. Biochem J..

[83] Waskiewicz AJ, Flynn A, Proud CG, Cooper JA (1997). Mitogen-activated protein kinases activate the serine/threonine kinases Mnk1 and Mnk2. EMBO J..

[84] Waskiewicz AJ (1999). Phosphorylation of the cap-binding protein eukaryotic translation initiation factor 4E by protein kinase Mnk1 in vivo. Mol. Cell Biol..

[85] Aronov AM (2007). Flipped out: structure-guided design of selective pyrazolylpyrrole ERK inhibitors. J. Med Chem..

[86] Junttila MR, Li SP, Westermarck J (2008). Phosphatase-mediated crosstalk between MAPK signaling pathways in the regulation of cell survival. FASEB J..

[87] Dhillon AS, Hagan S, Rath O, Kolch W (2007). MAP kinase signalling pathways in cancer. Oncogene.

[88] Musaro A (2001). Localized Igf-1 transgene expression sustains hypertrophy and regeneration in senescent skeletal muscle. Nat. Genet.

[89] Kaplan RN (2005). VEGFR1-positive haematopoietic bone marrow progenitors initiate the pre-metastatic niche. Nature.

[90] Jia H (2019). The tumor cell-secreted matricellular protein WISP1 drives pro-metastatic collagen linearization. EMBO J..

[91] Labelle M, Begum S, Hynes RO (2014). Platelets guide the formation of early metastatic niches. Proc. Natl Acad. Sci. USA.

[92] Yu S (2017). Lung cells support osteosarcoma cell migration and survival. BMC Cancer.

[93] Hantgan RR, Stahle MC, Lord ST (2010). Dynamic regulation of fibrinogen: integrin alphaIIbbeta3 binding. Biochemistry.

[94] Suehiro K, Gailit J, Plow EF (1997). Fibrinogen is a ligand for integrin alpha5beta1 on endothelial cells. J. Biol. Chem..

[95] Hynes RO (2002). Integrins: bidirectional, allosteric signaling machines. Cell.

[96] Puppa MJ, Gao S, Narsale AA, Carson JA (2014). Skeletal muscle glycoprotein 130’s role in Lewis lung carcinoma-induced cachexia. FASEB J.: Off. Publ. Federation Am. Societies Exp. Biol..

[97] Talbert EE (2019). Modeling Human Cancer-induced Cachexia. Cell Rep..

[98] Smith IJ (2016). Janus kinase inhibition prevents cancer- and myocardial infarction-mediated diaphragm muscle weakness in mice. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[99] Berger D (2016). Dysfunction of respiratory muscles in critically ill patients on the intensive care unit. J. Cachexia Sarcopenia Muscle.

[100] Briguet A, Courdier-Fruh I, Foster M, Meier T, Magyar JP (2004). Histological parameters for the quantitative assessment of muscular dystrophy in the mdx-mouse. Neuromuscul. Disord.: NMD.

[101] Schiaffino S, Reggiani C (2011). Fiber types in mammalian skeletal muscles. Physiol. Rev..

[102] Zhang G (2017). Toll-like receptor 4 mediates Lewis lung carcinoma-induced muscle wasting via coordinate activation of protein degradation pathways. Sci. Rep..

[103] Lecker SH (2004). Multiple types of skeletal muscle atrophy involve a common program of changes in gene expression. FASEB J.: Off. Publ. Federation Am. Societies Exp. Biol..

[104] Ruff RL, Secrist D (1984). Inhibitors of prostaglandin synthesis or cathepsin B prevent muscle wasting due to sepsis in the rat. J. Clin. Invest.

[105] Tjondrokoesoemo A (2016). Cathepsin S Contributes to the Pathogenesis of Muscular Dystrophy in Mice. J. Biol. Chem..

[106] Zhao J (2007). FoxO3 coordinately activates protein degradation by the autophagic/lysosomal and proteasomal pathways in atrophying muscle cells. Cell Metab..

[107] Gomes MD, Lecker SH, Jagoe RT, Navon A, Goldberg AL (2001). Atrogin-1, a muscle-specific F-box protein highly expressed during muscle atrophy. Proc. Natl Acad. Sci. USA.

[108] Bodine SC, Baehr LM (2014). Skeletal muscle atrophy and the E3 ubiquitin ligases MuRF1 and MAFbx/atrogin-1. Am. J. Physiol. Endocrinol. Metab..

[109] Ruas JL (2012). A PGC-1alpha isoform induced by resistance training regulates skeletal muscle hypertrophy. Cell.

[110] Delitto D (2017). Human pancreatic cancer xenografts recapitulate key aspects of cancer cachexia. Oncotarget.

[111] Stewart E (2016). The Childhood Solid Tumor Network: A new resource for the developmental biology and oncology research communities. Dev. Biol..

[112] Stewart E (2017). Orthotopic patient-derived xenografts of paediatric solid tumours. Nature.

[113] Bahrami A., Barnhill R. L. Pathology and genomics of pediatric melanoma: A critical reexamination and new insights. *Pediatr Blood Cancer***65**, (2018).10.1002/pbc.26792PMC650072928895292

[114] Newman S (2019). Clinical genome sequencing uncovers potentially targetable truncations and fusions of MAP3K8 in spitzoid and other melanomas. Nat. Med.

[115] Newman S (2019). Pathologic Characteristics of Spitz Melanoma With MAP3K8 Fusion or Truncation in a Pediatric Cohort. Am. J. Surg. Pathol..

[116] Lieberman DA, Faulkner JA, Craig AB, Maxwell LC (1973). Performance and histochemical composition of guinea pig and human diaphragm. J. Appl Physiol..

[117] Polla B, D’Antona G, Bottinelli R, Reggiani C (2004). Respiratory muscle fibres: specialisation and plasticity. Thorax.

[118] Pappas CT, Bhattacharya N, Cooper JA, Gregorio CC (2008). Nebulin interacts with CapZ and regulates thin filament architecture within the Z-disc. Mol. Biol. Cell.

[119] Liu W (2019). Regular aerobic exercise-ameliorated troponin I carbonylation to mitigate aged rat soleus muscle functional recession. Exp. Physiol..

[120] Gordon BS, Rossetti ML, Eroshkin AM (2019). Arrdc2 and Arrdc3 elicit divergent changes in gene expression in skeletal muscle following anabolic and catabolic stimuli. Physiol. Genomics.

[121] Britto FA (2014). REDD1 deletion prevents dexamethasone-induced skeletal muscle atrophy. Am. J. Physiol. Endocrinol. Metab..

[122] Niu M (2021). An integrative transcriptome study reveals Ddit4/Redd1 as a key regulator of cancer cachexia in rodent models. Cell Death Dis..

[123] Shimizu N (2011). Crosstalk between glucocorticoid receptor and nutritional sensor mTOR in skeletal muscle. Cell Metab..

[124] Bonetto A (2011). STAT3 activation in skeletal muscle links muscle wasting and the acute phase response in cancer cachexia. PloS one.

[125] de OCP (2019). Identification of potential target genes associated with the reversion of androgen-dependent skeletal muscle atrophy. Arch. Biochem Biophys..

[126] Ehrlich K. C., Baribault C., Ehrlich M. Epigenetics of Muscle- and Brain-Specific Expression of KLHL Family Genes. *Int J Mol Sci***21**, (2020).10.3390/ijms21218394PMC767258433182325

[127] Hirata Y., *et al*. Hyperglycemia induces skeletal muscle atrophy via a WWP1/KLF15 axis. *JCI Insight***4**, (2019).10.1172/jci.insight.124952PMC647842030830866

[128] Walter LM (2018). Interventions Targeting Glucocorticoid-Kruppel-like Factor 15-Branched-Chain Amino Acid Signaling Improve Disease Phenotypes in Spinal Muscular Atrophy Mice. EBioMedicine.

[129] Plaisier CL (2012). Zbtb16 has a role in brown adipocyte bioenergetics. Nutr. Diabetes.

[130] Kir S (2016). PTH/PTHrP Receptor Mediates Cachexia in Models of Kidney Failure and Cancer. Cell Metab..

[131] Kir S (2014). Tumour-derived PTH-related protein triggers adipose tissue browning and cancer cachexia. Nature.

[132] Petruzzelli M (2014). A switch from white to brown fat increases energy expenditure in cancer-associated cachexia. Cell Metab..

[133] Hart N (2002). Effect of severe isolated unilateral and bilateral diaphragm weakness on exercise performance. Am. J. Respir. Crit. Care Med.

[134] Kress JP, Pohlman AS, Alverdy J, Hall JB (1999). The impact of morbid obesity on oxygen cost of breathing (VO(2RESP)) at rest. Am. J. Respir. Crit. Care Med.

[135] Laroche CM, Carroll N, Moxham J, Green M (1988). Clinical significance of severe isolated diaphragm weakness. Am. Rev. Respir. Dis..

[136] Castro B., Kuang S. Evaluation of Muscle Performance in Mice by Treadmill Exhaustion Test and Whole-limb Grip Strength Assay. *Bio Protoc***7**, (2017).10.21769/BioProtoc.2237PMC551066428713848

[137] Costamagna D (2020). Interleukin-4 administration improves muscle function, adult myogenesis, and lifespan of colon carcinoma-bearing mice. J. Cachexia Sarcopenia Muscle.

[138] Glass DJ (2010). Signaling pathways perturbing muscle mass. Curr. Opin. Clin. Nutr. Metab. Care.

[139] Bostrom P (2012). A PGC1-alpha-dependent myokine that drives brown-fat-like development of white fat and thermogenesis. Nature.

[140] Dinarvand P, Hassanian SM, Weiler H, Rezaie AR (2015). Intraperitoneal administration of activated protein C prevents postsurgical adhesion band formation. Blood.

[141] Biswas AK, Acharyya S (2020). Understanding cachexia in the context of metastatic progression. Nat. Rev. Cancer.

[142] Boyer J. G., *et al*. ERK1/2 signaling induces skeletal muscle slow fiber-type switching and reduces muscular dystrophy disease severity. *JCI Insight***5**, (2019).10.1172/jci.insight.127356PMC654260630964448

[143] Widegren U, Ryder JW, Zierath JR (2001). Mitogen-activated protein kinase signal transduction in skeletal muscle: effects of exercise and muscle contraction. Acta Physiol. Scand..

[144] Widegren U, Wretman C, Lionikas A, Hedin G, Henriksson J (2000). Influence of exercise intensity on ERK/MAP kinase signalling in human skeletal muscle. Pflug. Arch..

[145] Yu M, Blomstrand E, Chibalin AV, Krook A, Zierath JR (2001). Marathon running increases ERK1/2 and p38 MAP kinase signalling to downstream targets in human skeletal muscle. J. Physiol..

[146] Ryder JW (2000). Effect of contraction on mitogen-activated protein kinase signal transduction in skeletal muscle. Involvement Of the mitogen- and stress-activated protein kinase 1. J. Biol. Chem..

[147] Brown JL (2018). Protein imbalance in the development of skeletal muscle wasting in tumour-bearing mice. J. Cachexia Sarcopenia Muscle.

[148] Peake JM, Neubauer O, Della Gatta PA, Nosaka K (2017). Muscle damage and inflammation during recovery from exercise. J. Appl Physiol. (1985).

[149] Iwata Y (2016). Cancer cachexia causes skeletal muscle damage via transient receptor potential vanilloid 2-independent mechanisms, unlike muscular dystrophy. J. Cachexia Sarcopenia Muscle.

[150] Talbert EE (2017). Dual Inhibition of MEK and PI3K/Akt Rescues Cancer Cachexia through both Tumor-Extrinsic and -Intrinsic Activities. Mol. Cancer Ther..

[151] Au ED, Desai AP, Koniaris LG, Zimmers TA (2016). The MEK-Inhibitor Selumetinib Attenuates Tumor Growth and Reduces IL-6 Expression but Does Not Protect against Muscle Wasting in Lewis Lung Cancer Cachexia. Front Physiol..

[152] Song W (2019). Tumor-Derived Ligands Trigger Tumor Growth and Host Wasting via Differential MEK Activation. Dev. Cell.

[153] Zuo L, Pannell BK, Re AT, Best TM, Wagner PD (2015). Po2 cycling protects diaphragm function during reoxygenation via ROS, Akt, ERK, and mitochondrial channels. Am. J. Physiol. Cell Physiol..

[154] Andersen MCE (2021). FIBCD1 ameliorates weight loss in chemotherapy-induced murine mucositis. Support Care Cancer.

[155] Jiang C (2018). Overexpression of FIBCD1 is predictive of poor prognosis in gastric cancer. Am. J. Clin. Pathol..

[156] Wang Y (2020). FIBCD1 overexpression predicts poor prognosis in patients with hepatocellular carcinoma. Oncol. Lett..

[157] Beatty GL, Gladney WL (2015). Immune escape mechanisms as a guide for cancer immunotherapy. Clin. Cancer Res..

[158] Lai JS, Cella D, Peterman A, Barocas J, Goldman S (2005). Anorexia/cachexia-related quality of life for children with cancer. Cancer.

[159] Piccirillo R., Demontis F., Perrimon N., Goldberg A. L. Mechanisms of muscle growth and atrophy in mammals and Drosophila. *Dev. Dyn.* 201–215 (2014).10.1002/dvdy.24036PMC398048424038488

[160] Ottenheijm CA, Heunks LM, Dekhuijzen PN (2007). Diaphragm muscle fiber dysfunction in chronic obstructive pulmonary disease: toward a pathophysiological concept. Am. J. Respir. Crit. Care Med..

[161] Ottenheijm CA (2006). Activation of the ubiquitin-proteasome pathway in the diaphragm in chronic obstructive pulmonary disease. Am. J. Respir. Crit. Care Med..

[162] Elliott JE, Greising SM, Mantilla CB, Sieck GC (2016). Functional impact of sarcopenia in respiratory muscles. Respir. Physiol. Neurobiol..

[163] Greising SM, Mantilla CB, Gorman BA, Ermilov LG, Sieck GC (2013). Diaphragm muscle sarcopenia in aging mice. Exp. Gerontol..

[164] Vang P (2020). Diaphragm muscle sarcopenia into very old age in mice. Physiol. Rep..

[165] Hooijman PE (2015). Diaphragm muscle fiber weakness and ubiquitin-proteasome activation in critically ill patients. Am. J. Respir. Crit. Care Med..

[166] Hu Y, Comjean A, Perkins LA, Perrimon N, Mohr SE (2015). GLAD: an online database of gene list annotation for Drosophila. J. Genomics.

[167] Hu Y (2011). An integrative approach to ortholog prediction for disease-focused and other functional studies. BMC Bioinforma..

[168] Stevenson EJ, Koncarevic A, Giresi PG, Jackman RW, Kandarian SC (2005). Transcriptional profile of a myotube starvation model of atrophy. J. Appl. Physiol..

[169] Fidler IJ (1975). Biological behavior of malignant melanoma cells correlated to their survival in vivo. Cancer Res..

[170] Cailleau R, Young R, Olive M, Reeves WJ (1974). Breast tumor cell lines from pleural effusions. J. Natl Cancer Inst..

[171] Oft M (1996). TGF-beta1 and Ha-Ras collaborate in modulating the phenotypic plasticity and invasiveness of epithelial tumor cells. Genes Dev..

[172] Ewens A, Mihich E, Ehrke MJ (2005). Distant metastasis from subcutaneously grown E0771 medullary breast adenocarcinoma. Anticancer Res..

[173] Aslakson CJ, Miller FR (1992). Selective events in the metastatic process defined by analysis of the sequential dissemination of subpopulations of a mouse mammary tumor. Cancer Res..

[174] Tom BH (1976). Human colonic adenocarcinoma cells. I. Establishment and description of a new line. Vitro.

[175] Corbett TH, Griswold DP, Roberts BJ, Peckham JC, Schabel FM (1975). Tumor induction relationships in development of transplantable cancers of the colon in mice for chemotherapy assays, with a note on carcinogen structure. Cancer Res..

[176] Ponten J, Saksela E (1967). Two established in vitro cell lines from human mesenchymal tumours. Int J. Cancer.

[177] Diller L (1990). p53 functions as a cell cycle control protein in osteosarcomas. Mol. Cell Biol..

[178] Fogh J, Fogh JM, Orfeo T (1977). One hundred and twenty-seven cultured human tumor cell lines producing tumors in nude mice. J. Natl Cancer Inst..

[179] Bloemberg D, Quadrilatero J (2012). Rapid determination of myosin heavy chain expression in rat, mouse, and human skeletal muscle using multicolor immunofluorescence analysis. PLoS ONE.

[180] Hunt LC (2021). Antagonistic control of myofiber size and muscle protein quality control by the ubiquitin ligase UBR4 during aging. Nat. Commun..

[181] Yue F (2016). Conditional loss of Pten in myogenic progenitors leads to postnatal skeletal muscle hypertrophy but age-dependent exhaustion of satellite cells. Cell Rep..

[182] Zhou X (2011). Reversal of cancer cachexia and muscle wasting by ActRIIB antagonism leads to prolonged survival. Cell.

[183] Hermann N, Dressen K, Schildberg FA, Jakobs C, Holdenrieder S (2014). Methodical and pre-analytical characteristics of a multiplex cancer biomarker immunoassay. World J. Methodol..

# Supplementary material for: The myokine Fibcd1 is an endogenous determinant of myofiber size and mitigates cancer-induced myofiber atrophy
**Source:** Nat Commun. 2022 May 2;13:2370. doi: 10.1038/s41467-022-30120-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** Drosophila RNAi screening identifies evolutionary conserved myokines that regulate myofiber size.

**Title:** Supplementary Data 2.

**Description:** Genes regulated in diaphragm muscles from mice with LLC cancers but not in diaphragm muscles from mice with LLC cancers upon treatment with rFibcd1.

**Title:** Supplementary Data 3.

**Description:** qRT-PCR oligos.

**Title:** Supplementary Data 4.

**Description:** Genes that are commonly upregulated and downregulated in the diaphragm, tibialis anterior, and soleus muscles of mice with cachectic versus non-cachectic melanomas.

**Title:** Supplementary Data 5.

**Description:** Genes differentially regulated in diaphragm muscles of mice with cachectic versus non cachectic melanomas, and treated with either rFibcd1 or mock.

How the deposited data were processed for this re-analysis (not part of the article)

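The data are RNA-seq of diaphragm muscles from 62 female mice, 5 in each of 11 conditions and 7 in cachectic mice at 8 weeks. The 3 groups are mice with a cachectic melanoma xenograft, mice with a non-cachectic melanoma xenograft, and control mice with a mock injection, each at 2, 4, 6 and 8 weeks post implantation. The legend of Fig. 5 gives 5 mice per group; which 5 of the 7 cachectic mice at 8 weeks it means is not stated, so all were used. The sample labels name a mouse strain and a library kit other than those of the paper's methods, and the conditions were taken from the labels' treatment and time. No other experiment of the paper was analysed here.

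The authors extracted RNA with Trizol, prepared libraries with an Illumina TruSeq kit, sequenced them on a NovaSeq instrument, trimmed and filtered the reads and aligned them to GRCm38 with CLC Genomics Workbench. The authors deposited TPM values per gene and mouse, from the RNA-Seq Analysis tool of that program, for 47643 genes. Each library summed to 1000000, which holds before any filter. The authors tested log-transformed TPM with Kruskal-Wallis and Dunn's tests in Partek Genomics Suite; those test results were not used here.

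From the TPM values, log2(TPM + 1) was computed, and 13578 genes with at least 1 TPM in at least 5 mice were kept; 23900 genes were above 0 in at least 1 mouse. limma (version 3.58.1, in R 4.3.3) fitted a mean for each of the 12 conditions with a mean-dependent prior spread. Contrasts compared the 3 groups within each time point, and the difference between cachectic and control mice across time points (8 versus 2 and 8 versus 6 weeks). p-values were adjusted by the Benjamini-Hochberg method within each contrast, and changed genes had an adjusted p under 0.05 and a log2 fold change over 1 in either direction. For Fig. 5q the cutoffs of the paper were used, an unadjusted p under 0.01 and a log2 fold change over 1 in either direction in at least 1 of 8 comparisons, and for Fig. 5r and s an unadjusted p under 0.05. The 8 comparisons were taken to be cachectic versus control and cachectic versus non-cachectic mice at the 4 time points.

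Gene categories were tested with limma's camera on 9 lists of genes written by hand, and the score of shared cachexia genes is the mean log2(TPM + 1) of the 118 genes that Supplementary Data 4 lists as higher. Differences of such means were tested with exact two-sided permutation tests. Another 21 lists hold marker genes of tissues and cell types, glucocorticoid targets and genes of the circadian clock. These lists, the rule for named genes, the comparisons and the alternatives were set before the data were examined, apart from the choices named as later ones below. The genes named in the text are 27 that the paper names, the 4 myosin heavy chain genes of the fiber types it classifies, and for cachectic versus control mice at 8 weeks the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p under 0.05 in which every cachectic mouse lay outside the control range. Gene positions and lengths come from the GENCODE annotation of GRCm38 and were matched by symbol; 96.7% of the genes tested had a length. Figures were drawn with matplotlib (3.10.9) in Python 3.11.15.

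The depth of the libraries in reads is unknown, since TPM values carry no counts, and no counting error is given. A relative depth was read from 1323 genes above 0 in 3 to 6 mice, which stand mostly for single reads, as the most common ratio of a library to the median of the others. It lay between 0.832 and 1.11 in 58 libraries and between 0.156 and 0.732 in the 4 libraries that list the fewest genes, where it rests on 19 to 39 genes each and is rough. An estimate limited to genes that differ by less than 1.6 times among mice lay between 0.895 and 1.07, but on simulated reads with the 4 libraries at 0.5 of the depth it returned at least 0.984 for them, so it was not used to judge depth; the other estimate returned 0.5.

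The methods were tested on simulated values for the 13578 genes, with 200 genes changed by 2 on the log2 scale in cachectic mice at 8 weeks. The values were drawn independently, with a spread per gene from the median absolute deviation of the real values around their condition means. Odd libraries and shifts of a whole library were thus left out, so the results do not show how the methods behave with them. limma called 199 of the 200 genes, and 2 unchanged ones. With a replicate block and with array weights it also called 199. Dunn's test on the ranks of all 12 conditions called 2 of the 200 genes at an adjusted p under 0.05 and 185 at an unadjusted p under 0.05, with 3 unchanged ones. camera called the 1 shifted list and 0 of 20 lists without a shift, which were drawn without correlation between genes.

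The alternatives were a pseudocount of 0.1, no filter on low values, median-ratio scaling and quantile normalization between libraries, array quality weights, the replicate number as a block, Dunn's test, fits with only the groups compared, another set of 8 comparisons, the log2 ratio of mean TPM, an estimated correlation between genes, the median over the score's genes, and leaving out each mouse in turn. The array weights were computed gene by gene, because limma's default estimate did not converge; this was chosen after seeing the data. Also chosen after seeing the data were the estimates of relative depth, the 4 measures used to compare single mice, the exact tests of list means other than the score, and, as alternatives, the mean of the liver gene list as a covariate and the removal of the 37 mitochondrially encoded genes with rescaling of the rest. Same-numbered mice are different animals, and the replicate numbers come from the sample labels. Other splits of the mice were made by exchanging the group labels of same-numbered mice, with 100 splits drawn where more exist. No mouse was left out of the comparisons reported beside the paper's sentences unless that is stated there.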

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

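The tests of the 4 libraries with few genes, of a mislabelled mouse, of the liver gene list as a covariate, and of the clock and liver lists for the glucocorticoid targets were chosen only after the result was seen. Single mice were compared with the other mice of their condition by Dixon's test on 4 measures in 12 conditions. Of these 48 groups, 8 held a mouse beyond the 95% limit, where chance gives about 2.4.

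Cachectic replicate 3 at 8 weeks lay far from the other 6 mice of its condition in 3 measures. Its score of shared cachexia genes was 2.65, with 4.35 in the nearest mouse, 15263 genes were above 0, with 18066 in the nearest, and mitochondrially encoded genes held 57.1% of its TPM, with 41.6% in the nearest. Non-cachectic replicate 5 at 2 weeks was far from its group in genes above 0, with 15493 against 17968. Along with cachectic replicates 3 and 4 at 2 weeks, these are the 4 libraries that list the fewest genes. A lower depth in reads or in distinct molecules remains as a candidate explanation: read from genes above 0 in 3 to 6 mice, the relative depth of the 4 was between 0.156 and 0.732, and that of the others between 0.832 and 1.11. The values of the 4 rest on 19 to 39 genes each. An estimate limited to genes that differ little among mice gave at least 0.969 in the 4, but that limit would have hidden a difference, and it does not bear on the question. A large share taken by mitochondrially encoded genes was tested only on genes of at least 1 TPM. After removal of the mitochondrially encoded genes and rescaling, 3 of the 4 still had fewer such genes than every other library. Rescaling cannot change which of the remaining genes are above 0, so the test does not decide for that number. A loss of long transcripts was tested as well. The rank correlation, across genes, of a library's deviation from the median library with exon length lay between -0.496 and -0.375 in the 4 libraries, and only 1 of the other 58 was as low as that range, at -0.393. Xist, a transcript far longer than most, was between 5.05 and 12.9 TPM in the 4 libraries, and in 57 of the others at least 26.3 TPM, with 11.3 TPM in that same other library. That library, cachectic replicate 1 at 2 weeks, had 19057 genes above 0, the most of the 62. Its liver list mean was 7.41, and whether liver RNA added to its number of genes was not tested. A loss of long transcripts is thus seen in the 4 libraries. Whether it is enough for few genes rests on this 1 other library and is not settled. Genes are not independent replicates, and RNA quality was not measured here.

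The low score of cachectic replicate 3 at 8 weeks cannot be assigned to the animal or to its RNA. It exceeded all 5 control mice in 36 of the 118 score genes, and the other 6 cachectic mice did in 93 to 109. A control mouse exceeded the other 4 in 11 to 38, but exceeding 4 mice is easier than exceeding 5, so this count does not settle whether it is a mislabelled control mouse. Among 1891 genes in which the other 6 cachectic mice all lay on one side of the controls, it lay on that side in 45.5%, more than any control mouse against the other 4 (19.1% to 35.1%). This came from the lower genes (86.5%), as a poor library would also give, while for the higher genes it was 26.5%, inside the range of the control mice (2.38% to 44.8%). Its mean over the acute phase genes lay above every control mouse, as in all 7 cachectic mice. That mean speaks against a mislabelled control mouse, but the list was examined after its change at 8 weeks had been seen. A single mean above 5 control mice can also arise by chance. A mislabelled control mouse with a poor library was not tested, so a mislabelled control mouse is not excluded. Over the score genes shorter than the median exon length of the list, its mean was 0.27 above the highest control mouse, and over the longer ones it was 2.23, below the lowest control mouse at 2.90. The lowest other cachectic mouse was at 4.11 over the shorter genes, where replicate 3 was at 3.11, so a loss of long transcripts remains as a candidate explanation for only part of the low score. For 96.6% of the score genes a length was known. A cachectic mouse with little response cannot be told apart from these.

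The score was also far from its group in non-cachectic replicate 1 at 2 weeks (3.19, with 2.82 in the nearest mouse) and in cachectic replicate 1 at 6 weeks (4.67, with 4.23 in the nearest). No explanation was tested for these 2 mice.

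The liver gene list stood out in control replicate 1 at 4 weeks (mean log2(TPM + 1) of 6.60, with 3.41 in the nearest mouse) and in cachectic replicate 5 at 6 weeks (8.01, with 2.64 in the nearest). Liver RNA in these 2 samples is a candidate explanation for a wider set of genes. Of the 563 genes outside the liver list that were lower in cachectic than control mice at 2 weeks, 76.4% were highest in control replicate 1 among the 5 control mice at 4 weeks, and 77.4% were highest in cachectic replicate 5 among the 5 cachectic mice at 6 weeks, where chance gives 20%. Genes of one tissue vary together, so these percentages are not counts of independent events. The sampling of the muscle and a response of the muscle itself cannot be told apart with these data.

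The difference between cachectic and control mice changed from 2 to 8 weeks in 371 genes by the contrast of the 2 time points. With the mean of the liver gene list as a covariate, the number was 127, with 528 at an unadjusted p under 0.05. Liver RNA in some samples could thus account for part of it. A linear covariate on the log2 scale need not remove all of that RNA, so no upper limit follows. In 31 of 100 splits in which same-numbered cachectic and control mice exchanged labels, as many genes changed. The change of the difference with time cannot be told apart from the grouping of the mice by chance, and no biological reading is offered.

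The glucocorticoid target genes were singled out after the means of the marker lists had been looked at. The mean over 18 such genes was higher in cachectic than control mice at 6 weeks by 1.22 on the log2 scale, in 5 of 5 mice (exact permutation p = 0.00794, the smallest that 5 against 5 allow). Adjusted over all 168 pairs of the 21 marker lists and 8 comparisons, the p-value was 0.267, and 0 pairs had an adjusted p under 0.05, while 17 had an unadjusted p under 0.05. With so many pairs, exact p-values of 5 mice against 5 reach an adjusted p under 0.05 only when many pairs share the smallest value, so the adjusted p neither supports the difference nor counts against it. At 8 weeks it was 1.11 in 6 of 7 mice (exact permutation p = 0.101), and the difference between the time points was not tested.

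Technical explanations for the glucocorticoid targets were tested as well. Without the genes the paper names elsewhere, 13 genes had a difference of 1.33 (exact permutation p = 0.00794). Collection at another time of day would move the genes of the circadian clock: 0 of 15 had an adjusted p under 0.05 at 6 weeks, and 3 had an unadjusted p under 0.05. Dbp was lowest there, with a log2 fold change of -1.57 (adjusted p = 0.0551 by limma). At 8 weeks 2 of the 15 had an adjusted p under 0.05, Nr1d1 at -2.29 and Bhlhe41 at -1.01, so the time of collection is not excluded for that week. Nor is it excluded at 6 weeks, where Dbp lay near the threshold and 3 genes had an unadjusted p under 0.05. RNA from liver would raise the liver list, whose difference at 6 weeks was 0.76 (exact permutation p = 0.690). With the mitochondrially encoded genes removed and TPM rescaled, the difference was 1.07 (exact permutation p = 0.00794). At 6 weeks the genes the paper names, the liver list and the mitochondrially encoded genes did not account for the difference, and the clock genes did not decide. For 8 weeks only the clock and the liver list, which differed by 0.44 (exact permutation p = 0.745), were tested. Given the number of lists looked at, the difference is only a hypothesis for new mice, and hormone levels were not measured here.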

How the results depend on the processing

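The alternatives listed in the processing summary were fixed in advance, except the mean of the liver gene list as a covariate, the removal of mitochondrially encoded genes and the gene-by-gene form of the array weights. Counts within 1.5 times of the reported one are treated as unchanged. The cause was not tested for any change given here unless a value is named for it.

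Without the filter on low values, which brought 23900 genes into the test, all 17 counts were unchanged, as was the number of genes in at least 1 comparison with the other set of 8 comparisons and with the log2 ratio of mean TPM. The comparisons of non-cachectic with control mice at 4, 6 and 8 weeks gave 0 genes under each alternative they were run with, against 11, 7 and 9 at an unadjusted p under 0.05 as reported. Numbers at 6 weeks against both other groups changed only with Dunn's test and when a mouse was left out.

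With a pseudocount of 0.1, cachectic versus control mice differed in 1272 genes at 2 weeks, 4 at 4 weeks and 671 at 8 weeks, and cachectic versus non-cachectic mice in 587 at 8 weeks. With that pseudocount 2046 genes passed in at least 1 of 8 comparisons, and 517 were lower at 8 weeks with the cutoffs of Fig. 5s.

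Scaling between libraries moved the median log2 fold change of all genes by over 0.1 in several comparisons. In cachectic versus control mice at 2 weeks it was -0.42 as deposited, -0.061 with median-ratio scaling and 0.028 with quantile normalization. At 6 weeks it was 0.17 as deposited and 0.0093 with median-ratio scaling, and for the change from 2 to 8 weeks 0.30 and 0.031. With median-ratio scaling, cachectic versus control mice differed in 359 genes at 2 weeks and 10 at 4 weeks, and cachectic versus non-cachectic mice in 12 at 4 weeks. Quantile normalization gave 305, 12 and 12 genes, and 1 gene in cachectic versus non-cachectic mice at 2 weeks. The balance of higher and lower genes also moved. At 2 weeks it was 2 higher and 564 lower as deposited, 39 and 320 with median-ratio scaling, and 36 and 269 with quantile normalization. In cachectic versus control mice at 6 weeks, 175 and 31 became 125 and 67, or 132 and 69. At 8 weeks 181 and 225 became 250 and 163, or 227 and 176, so that the larger side changed. Against non-cachectic mice 155 and 53 became 124 and 80, or 120 and 87, at 6 weeks, and 157 and 187 became 202 and 133, or 190 and 150, at 8 weeks. For the change from 2 to 8 weeks 348 and 23 became 254 and 111, or 264 and 153. The score of shared cachexia genes at 2 weeks reversed with median-ratio scaling, to 0.15 against control and 0.080 against non-cachectic mice, and passed no threshold either way.

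With mitochondrially encoded genes removed and TPM rescaled, 418 genes were lower at 8 weeks with the cutoffs of Fig. 5s, and cachectic versus non-cachectic mice differed in 7 genes at 4 weeks, 5 higher and 2 lower. The balance in cachectic versus control mice became 2 higher and 1 lower at 4 weeks, 149 and 81 at 6 weeks and 187 and 413 at 8 weeks. Against non-cachectic mice it became 141 and 113 at 6 weeks and 157 and 345 at 8 weeks, and for the change from 2 to 8 weeks 250 and 88. With the liver gene list as a covariate, the 2-week numbers were 159 genes in cachectic and 1 gene in non-cachectic versus control mice (155 at an unadjusted p under 0.05), and 127 genes changed their difference from 2 to 8 weeks; the 14 other counts were unchanged.

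With array quality weights, 37 and 29 genes differed at 4 weeks between cachectic mice and control and non-cachectic mice, 1074 changed their difference from 2 to 8 weeks, and 148 were lower with the cutoffs of Fig. 5s. With these weights the larger side changed at 8 weeks, from 181 higher and 225 lower to 271 and 136 against control mice and from 157 and 187 to 277 and 100 against non-cachectic mice, and at 4 weeks 21 and 16, and 18 and 11, were higher and lower. With only the 2 groups compared in the fit, both comparisons with control mice at 2 weeks gave 0 genes, with 266 (cachectic) and 470 (non-cachectic) at an unadjusted p under 0.05. The 4-week numbers were then 7 and 14, and the 8-week numbers 236 and 167. With Dunn's test at an adjusted p under 0.05, the comparisons with control mice at 2 weeks gave 0 genes (76 and 56 at an unadjusted p under 0.05), those of cachectic mice at 4 weeks 0 (32 and 41) and at 6 weeks 0 (235 and 238), those at 8 weeks 245 and 129, and 515 genes passed in at least 1 of 8 comparisons at p under 0.01. On simulated values Dunn's test called 2 of 200 changed genes after adjustment and 185 before it. It was not run for the changes between time points. With the correlation between genes estimated, 0 of the 36 pairs of gene list and comparison had an adjusted p under 0.05 and 7 an unadjusted one; the adjusted p-values were at least 0.221.

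Same-numbered mice are different animals, and the mean correlation of their deviations from their group means was -0.0347 over 60 pairs, against 0.0110 over 260 other pairs. With the replicate number as a block, 4 genes differed between cachectic and control mice at 4 weeks, 485 (150 higher, 335 lower) at 8 weeks, with 126 higher and 284 lower against non-cachectic mice, 355 were lower with the cutoffs of Fig. 5s, and 127 changed their difference from 2 to 8 weeks. The mean of paired differences of the score equals the unpaired difference where the groups have the same mice, at 2, 4 and 6 weeks; at 8 weeks it was 1.16 against control and 0.99 against non-cachectic mice. With 5 pairs the smallest exact p is 0.0625, so no paired test could pass.

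Leaving out each mouse in turn, cachectic versus control mice differed in 8 to 1306 genes at 2 weeks, 0 to 9 at 4 weeks (38 at an unadjusted p in the fit with 0) and 137 to 240 at 6 weeks. Cachectic versus non-cachectic mice differed in 0 to 89 genes at 2 weeks (39 to 106 at an unadjusted p in the 7 fits with 0), 2 to 6 at 4 weeks and 131 to 217 at 6 weeks, and non-cachectic versus control mice in 171 to 574 at 2 weeks. The 8-week numbers stayed within 1.5 times. From 106 to 1607 genes changed their difference from 2 to 8 weeks, 778 to 1689 passed in at least 1 of 8 comparisons, and 175 to 323 were higher with the cutoffs of Fig. 5r. The score differed from control mice by 0.41 to 0.67 at 4 weeks, where 4 of 10 fits lost an adjusted p under 0.05, and from non-cachectic mice by -0.25 to 0.00798 at 2 weeks, 0.45 to 0.72 at 4 weeks, where 3 of 10 lost it, and 1.04 to 1.41 at 8 weeks, where 1 of 12 lost it.

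Several of the 31 genes that the paper names or whose fiber types it classifies, all without an adjusted p under 0.05 at 8 weeks, changed the sign of their log2 fold change. Ctsh was -0.069, and 0.086 with median-ratio scaling, 0.026 with quantile normalization, 0.024 with the replicate block and from -0.19 to 0.026 without single mice. Capza1 was -0.014, and 0.14, 0.033 and 0.057 with median-ratio scaling, quantile normalization and array weights and from -0.078 to 0.059 without single mice. Myh7 was -0.020, and 0.14 with median-ratio scaling, 0.44 with array weights and from -0.22 to 0.43 without single mice. Hgs was -0.038 with a pseudocount of 0.1, -0.24 with the block and from -0.11 to 0.65 without single mice. Fbxo32 was -0.21 with the block and from -0.26 to 0.61, Itgb2 -0.12 with the block and from -0.094 to 0.53. Syvn1 was 0.13 with array weights and from -0.44 to 0.061, Ppargc1a 0.21 with array weights, and Klhl38 from -0.41 to 0.12.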

Differences from the paper's values

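With the cutoffs of Fig. 5r, 203 genes were higher in cachectic than control mice at 8 weeks, and the paper's Fig. 5r shows about 310, read by eye. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's with a pseudocount of 0.1 (304), median-ratio scaling (268), quantile normalization (241), without cachectic replicate 3 (323) and without control replicates 2, 3, 4 and 5 (212, 221, 216 and 208). So it was with array quality weights (276), whose gene-by-gene form was chosen after seeing the values. It was not without the filter on low values (203), with the replicate block (176), with Dunn's test (165), with only the 2 groups compared (200), and without any other single mouse (175 to 202). Without cachectic replicate 3, 165 genes were lower with the cutoffs of Fig. 5s, where the paper's figure shows about 160 and all 7 cachectic mice give 234. Median-ratio scaling gave 165 lower genes as well.

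The paper states that few genes were downregulated relative to those upregulated. At 8 weeks 234 genes were lower and 203 higher with the cutoffs of Fig. 5r and s, and 225 and 181 with an adjusted p under 0.05. The higher genes outnumbered the lower ones with median-ratio scaling (268 and 165), quantile normalization (241 and 178), array quality weights (276 and 148), without cachectic replicate 3 (323 and 165) and without control replicate 3 (221 and 219). At 6 weeks 175 genes were higher and 31 lower. The legend of Fig. 5 names metalloprotease inhibitors among the upregulated genes; the list of 6 such genes had a mean log2 fold change of 0.31 at 8 weeks and an adjusted p of 0.127 by limma's camera, and its adjusted p was 0.05 or more in all 4 comparisons of cachectic mice under each of the 6 alternatives it was run with.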

Other observations

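The test with the liver gene list as a covariate at 2 weeks, and the test without the cachectic mice highest in that list at 8 weeks, were chosen only after the results were seen.

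Many genes were high only in control mice at 2 weeks. A single library bears on this number: without control replicate 2, cachectic versus control mice differed in 8 genes at 2 weeks in place of 566. Cachectic replicates 3 and 4 at 2 weeks are among the 4 libraries with the fewest genes. When both exchanged labels with same-numbered non-cachectic mice, 1350 genes differed, 1334 of them higher in the group then labelled cachectic. Poor libraries in 1 group may thus move such numbers, and a fit without both was not run. RNA from another tissue remains a candidate explanation: 3 of the 5 control mice at 2 weeks had a mean of the liver gene list above every mouse of the other 11 conditions. With that mean as a covariate, 159 genes differed in place of the 566, and in non-cachectic versus control mice 1 gene in place of 443, with 155 at an unadjusted p under 0.05. At an unadjusted p under 0.05, the first number fell from 633 to 239 and the second from 508 to 155. Liver RNA in some samples could account for part of both numbers. The difference of the liver list itself between cachectic and control mice at 2 weeks was -2.98 (exact permutation p = 0.238). In 3 of 16 splits in which same-numbered mice exchanged labels, the real one included, as many genes differed between cachectic and control mice at 2 weeks, and in 3 of 16 for non-cachectic versus control mice. These patterns at 2 weeks cannot be told apart from the grouping of the mice by chance.

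The acute phase genes, which the liver also expresses, were higher in cachectic mice at 8 weeks. RNA from liver was tested as an explanation: 8 of 14 genes were higher at an adjusted p under 0.05, and 10 of 14 with the mean of the liver gene list as a covariate. The liver list differed little between the groups at 8 weeks, so this covariate could hardly lower the number and does not decide. A second test kept the 5 of 7 cachectic mice with a liver list mean below the highest control mouse; their liver list mean was 0.86 lower than in control mice (exact permutation p = 0.325). In these mice 8 of 14 genes were higher at an exact permutation p under 0.05, as in all 7, but not the same 8. In Serpina3n, Hp, Lcn2, Saa1 and Saa2 each of the 5 mice lay above every control mouse. The difference on the log2 scale stayed near its value for Serpina3n (5.06 in place of 5.42) and Hp (4.07 in place of 4.32), and fell for Saa1 (2.75 in place of 4.06) and Saa2 (0.73 in place of 2.65). Liver RNA alone does not account for these 5 genes, but part of the difference, most of it in Saa2, cannot be told apart from liver RNA in 2 mice. Expression in the diaphragm itself was not tested.

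For comparisons of 5 mice with 5, same-numbered mice make 16 splits, so that a share under 0.05 cannot be reached. The real split was the only 1 of 16 with as many genes in cachectic versus control and in cachectic versus non-cachectic mice at 4 and at 6 weeks, and at 6 weeks no other split gave more than 1 gene. In cachectic versus non-cachectic mice at 2 weeks, and in non-cachectic versus control mice at 4, 6 and 8 weeks, the real number was 0 and all 16 of 16 splits gave as many; at an unadjusted p under 0.05, 7, 6, 9 and 9 of the 16 did. At 8 weeks cachectic replicates 6 and 7 kept their label, which leaves 32 splits. In cachectic versus control mice, 2 of 32 splits gave as many genes as the 406. The other split exchanged replicate 3 alone and gave 482 genes, 441 of them higher. Of the 32 splits, 5 gave as many as the 203 higher genes with the cutoffs of Fig. 5r and 1, the real one, as many as the 234 lower genes. In cachectic versus non-cachectic mice, 3 of 32 splits gave as many as the 344 genes, and both others exchanged replicate 3. The median of the other splits was 0 genes in both comparisons. With 32 splits the smallest share is 0.0312, so a single other split as large is enough for a share over 0.05, and these counts show mainly how much depends on replicate 3. With labels permuted among the same-numbered mice of each week, 9 of 100 splits gave as many as the 1106 genes in at least 1 of 8 comparisons, with a median of 251 in the others. For the gene lists, 1 of 100 splits, the real one, gave 31 of 36 pairs with an adjusted p under 0.05, but the other splits gave a median of 18, so the camera test with a correlation of 0.01 calls many pairs under permuted labels. For the change from 8 versus 6 weeks, where the real number is 0, all 100 of 100 splits gave as many; 41 genes had an unadjusted p under 0.05.

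The 27 genes taken from the paper's text and figures and the 4 myosin heavy chain genes of the fiber types that the paper classifies, which it does not name, make 31 genes, of which 28 were tested. In cachectic versus control mice at 8 weeks, 4 had an adjusted p under 0.05, whether adjusted over all genes or over the list, and all were higher: Scgb3a1 (log2 fold change 2.74), Ddit4 (2.50), Ctss (1.16) and Itga2b (0.74), by limma. Ctss kept an adjusted p under 0.05 in 3 and Itga2b in 5 of the 12 fits that left out 1 mouse. Cxcl13 had a log2 fold change of 2.33 (adjusted p = 0.0777 by limma). The atrophy genes Trim63 and Fbxo32 had log2 fold changes of 0.94 and 0.10 (adjusted p = 0.124 and 0.910 by limma). Fibcd1 was above 0 in 20 of 62 mice, with a highest value of 0.0308 TPM, and was not tested.

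The myosin heavy chain gene Myh1 was higher in cachectic than control mice by 0.72 at 4 weeks and 0.94 at 6 weeks on the log2 scale, in 5 of 5 mice each (exact permutation p = 0.00794). Adjusted over the 32 pairs of 4 myosin genes and 8 comparisons, the p-value was 0.0847, so Myh1 did not pass. At the smallest exact p for 5 mice against 5, the 3 pairs of Myh1 that reach it are too few to pass, so the result follows from the number of mice and is no evidence against a change; 0 pairs had an adjusted p under 0.05 and 5 had an unadjusted p under 0.05. At 8 weeks the difference in Myh1 was 0.37 (exact permutation p = 0.739). Reads shared among these paralogs were not separated here.

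Of the 126 genes of Supplementary Data 4, 118 are higher and 8 lower there. Among the 115 higher genes that were tested, 42, 97, 103 and 104 had a positive log2 fold change in cachectic versus non-cachectic mice at 2, 4, 6 and 8 weeks, and 0, 3, 66 and 67 of them had an adjusted p under 0.05 as well (5 at an unadjusted p at 2 weeks). Adjusted over the genes of that list alone, the numbers were 0, 32, 87 and 80, and 49 had an unadjusted p under 0.05 at 4 weeks. The list may not be independent of these mice. The highest correlation of log2 values between libraries, across genes, was 0.992, and no pair of libraries was identical.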
